# Division-Independent Differentiation of Muscle Stem Cells During a Growth Stimulus

**DOI:** 10.1093/stmcls/sxad091

**Published:** 2023-12-08

**Authors:** Ahmed Ismaeel, Jensen Goh, C Brooks Mobley, Kevin A Murach, Jamie O Brett, Antoine de Morrée, Thomas A Rando, Charlotte A Peterson, Yuan Wen, John J McCarthy

**Keywords:** adult stem cells, cell division, DNA replication, single-cell gene expression analysis

## Abstract

Adult muscle stem cells (MuSCs) are known to replicate upon activation before differentiating and fusing to regenerate myofibers. It is unclear whether MuSC differentiation is intrinsically linked to cell division, which has implications for stem cell population maintenance. We use single-cell RNA-sequencing to identify transcriptionally diverse subpopulations of MuSCs after 5 days of a growth stimulus in adult muscle. Trajectory inference in combination with a novel mouse model for tracking MuSC-derived myonuclei and in vivo labeling of DNA replication revealed an MuSC population that exhibited division-independent differentiation and fusion. These findings demonstrate that in response to a growth stimulus in the presence of intact myofibers, MuSC division is not obligatory.

**Significance Statement**

A central dogma in the understanding of stem cell behavior is the intrinsic coupling of cell division and differentiation. Using in silico and in vivo lineage tracing strategies, we identify a subpopulation of adult muscle stem cells that differentiate without undergoing any DNA synthesis in response to a growth stimulus.

## Introduction

The coordination of cell division and differentiation is critical to the proper maintenance of tissue stem cell pools. Adult skeletal muscle stem cells (MuSCs) are typically quiescent but activate and participate in tissue repair after injury.^1-3^ Activated MuSCs first proliferate, then differentiate and fuse to form immature myocytes, but a portion return to quiescence as part of the self-renewal process.^4^ Studies of MuSCs are primarily performed during postnatal development or adult muscle regeneration following massive injury and degeneration.^5-7^ There is growing appreciation that adult uninjured skeletal muscle may exhibit different mechanisms of MuSC regulation, especially during a mechanically induced growth stimulus.^8-10^ Although it is assumed that adult MuSC dynamics follow the same stepwise process observed during development and regeneration, the presence of the intact myofibers provides both membrane-bound and secreted factors that impact the MuSC niche.^1,11-13^

High-resolution transcriptomic methods, such as single-cell RNA-sequencing (scRNA-seq), have proved immensely useful for understanding the heterogeneity and diversity of the different mononuclear cell populations residing in muscle, including MuSCs.^14-17^ To better understand adult MuSC heterogeneity and activation dynamics in response to a growth stimulus in adult muscle, we used scRNA-seq to reveal a previously unappreciated trajectory inference which suggests a subpopulation of adult MuSCs that do not undergo replication, but rather directly differentiate and fuse into existing myofibers. We confirm this cell trajectory using a novel mouse model to lineage trace adult MuSC-derived myonuclei via GFP labeling. We show that during the early response to mechanically induced growth, a significant proportion of GFP+ MuSC-derived myonuclei differentiate and fuse without having undergone DNA replication.

## Materials and Methods

### Experimental Model Details

#### Mice

Animal procedures were conducted in accordance with institutional guidelines approved by the Institutional Animal Care and Use Committee of the University of Kentucky. Adult *Pax7*^*rtTA/+*^ mice (*Pax7*^*rtTa*^) on a C57BL/6 background were generated as previously described.^18^ Briefly, the *Pax7*^*rtTA*^ mouse was generated by inserting a bicistronic cassette containing the reverse tetracycline transactivator-M2 (rtTA-M2) coding sequence with an IRES followed by the *Pax7* coding sequence in frame with the endogenous *Pax7* translational initiation codon of exon 1 (Supplementary Fig. S1A). This targeting strategy permitted the endogenous *Pax7* gene promoter to drive MuSC-specific expression of the *rtTA-M2* while preserving *Pax7* expression. The *Pax7*^*rtTA/+*^ mouse was crossed with the Tg(tetO-HIST1H2BJ/GFP) (TRE-H2B-GFP) transgenic mouse (The Jackson Laboratory, stock No: 005104) to generate the *Pax7*^*rtTA*^; TRE-H2B-GFP mouse. The *Pax7*^*rtTA*^; TRE-H2B-GFP mouse allowed MuSC nuclei to be stably labeled with GFP following doxycycline treatment (Supplementary Fig. S1B). *Pax7*^*rtTA*^; TRE-H2B-GFP offspring were genotyped as previously described,^18^ with mice of the correct genotype housed in a temperature and humidity-controlled room, maintained on a 14:10 h light-dark cycle with food and water provided ad libitum.

#### Effective In Vivo Labeling of MuSC Nuclei Using the *Pax7*^*rtTA*^; TRE-H2B-GFP Mouse

Fluorescence-activated cell sorting (FACS) was performed on whole-muscle cell suspensions from doxycycline-treated *Pax7*^*rtTA*^; TRE-H2B-GFP mice (*n* = 3), showing 74% of VCAM+ cells were GFP+, with no GFP+ cells detected in vehicle-treated mice (Supplementary Fig. S1C, S1D). When serial muscle sections of doxycycline-treated *Pax7*^*rtTA*^; TRE-H2B-GFP mice were stained for PAX7 or GFP, the abundances of Pax7+ and GFP+ nuclei were comparable (Fig. 1E). Collectively, these results demonstrate the effective labeling of MuSC nuclei with GFP following doxycycline treatment using the *Pax7*^*rtTA*^; TRE-H2B-GFP mouse.

**Figure 1.**
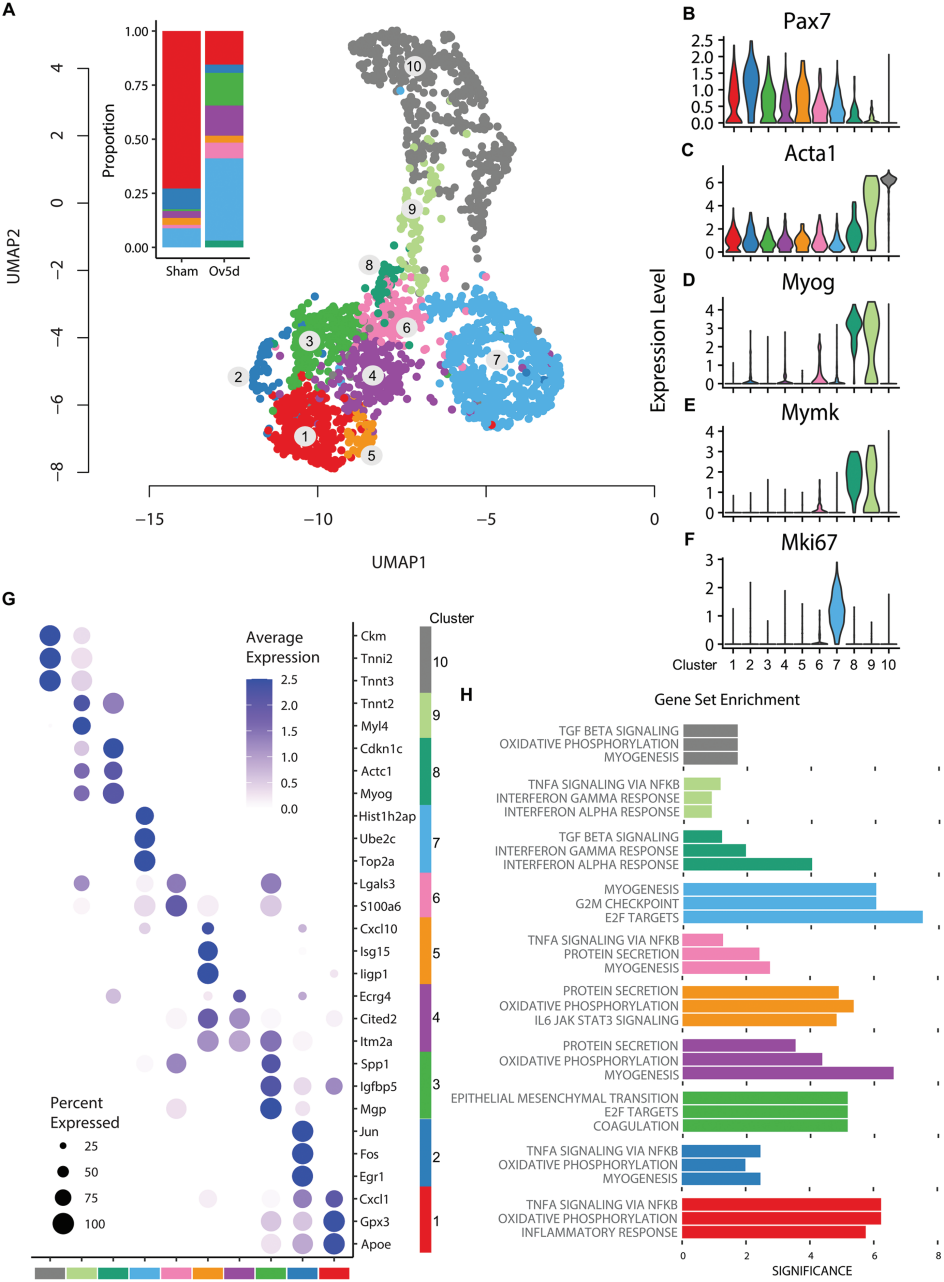
Extensive adult MuSCs heterogeneity in response to a growth stimulus. (**A**) Unbiased clustering and 2D UMAP representation of adult MuSCs in plantaris muscles that were subjected to Sham surgery (*n* = 8) or 5 days of a MOV growth stimulus (Ov5d, *n* = 8). Inset shows proportions of adult MuSC subpopulations (excluding mature myocyte cluster 10). (**B-F**) Expression of key marker genes in each of the cell subpopulations. (**G**) Dot plot of top 3 significant marker genes for each cluster. (**H**) single cell gene set enrichment analysis (GSEA) of significant marker genes for each cell subpopulation. All clusters are color matched.

#### Experimental Design

Adult (~6-month old) male and female *Pax7*^*rtTA*^; TRE-H2B-GFP mice were treated with doxycycline hyclate (Sigma, St. Louis, MO) at 2.0 mg/mL in water supplemented with 5% sucrose for 14 days, followed by a 3-day washout period. Following the washout period, mice were randomly assigned to either a sham or synergist ablation surgery group with the plantaris muscle collected after 5 days postsurgery (*n* = 5-8/group).

#### Mechanical Overload Surgery

The synergist ablation surgery places a mechanical overload (MOV) on the plantaris muscle of the lower hind limb that induces a growth response associated with robust MuSC activation, proliferation, and myofiber fusion.^19^ Mice were anesthetized (3% isoflurane with 1.5 L of O_2_ per minute) and placed in sternal recumbence, where a small incision was made on the dorsal aspect of the lower hind limb, with the distal portion of the gastrocnemius muscle tendon and approximately half of the soleus muscle carefully excised. No apparent damage was observed to the neural and/or vascular supply of the plantaris muscle following the surgery. At the designated time point postsurgery, mice were euthanized via CO_2_ inhalation followed by cervical dislocation with muscle collected and prepared accordingly for downstream analyses. The sham surgery consisted of performing the incision and carefully probing the plantaris tendon, without removing the tendon or muscle.

### Method Details

#### Fluorescence-Activated Cell Sorting

FACS was used to assess the effectiveness of the *Pax7*^*rtTA/*^; TRE-H2B-GFP mouse to GFP-label MuSC nuclei following doxycycline administration and for scRNA-seq experiment. To generate a single-cell suspension, fresh plantaris muscle was first digested using collagenase II, followed by collagenase II (Worthington-Biochem, Lakewood, NJ) and dispase (Sigma-Aldrich) treatment. The cell suspension was serially passed through a 70- and 40-µm filter and incubated with antibodies against VCAM, CD31, CD45, and Sca1 (Biolegend, San Diego, CA) at 4 °C. A biotinylated secondary antibody was used for VCAM, while all other antibodies were PE-Cy7-conjugated. Immediately following the incubation, cells were pelleted (500 × *g* for 5 minutes), re-suspended in FACS sorting buffer, and sorted using an iCyt FACS machine (Sony Biotechnology, Champaign, IL).

#### Single-Cell RNA-Sequencing

Plantaris muscle, single-cell suspensions were prepared as described above from doxycycline-treated *Pax7*^*rtTA*^; TRE-H2B-GFP mice subjected to either sham surgery (*n* = 8) or 5 days of a growth stimulus (*n* = 8). VCAM+, CD31−, CD45−, and SCA1− cells were directly sorted into reverse transcription buffer after being cleared of debris, dead cells (DAPI+), and doublets via FACS. Cells were then loaded into the 10X Chromium Controller using the Single Cell 3’ reagent kit according to the manufacturer’s protocol. RNA sequencing libraries were prepared and sequenced on the Illumina NextSeq 500 platform, achieving a minimum of 40 000 reads per sample.

#### Bioinformatics Analysis of scRNA-seq Data

Read sequences in fastq format were aligned to the mouse genome (mm10 build 2020-A, Ensembl release 98) using Cell Ranger v6.0.0 (10X Genomics). The filtered count matrices from Cell Ranger, including gene symbols and cell barcodes, were imported into R v4.0.2 programming environment using Seurat v4.0.2^20^ and normalized using SCTransform.^21^ Both datasets were integrated using the anchor-based strategy implemented in Seurat.^22^ Dead or dying cells with 10% or greater mitochondrial-encoded transcripts were removed from further analysis. Doublet cells were identified using DoubletFinder v2.0.3^23^ for the integrated dataset and removed from further analysis. Unbiased cell clustering was performed on the integrated dataset using the first 50 principal components at a resolution of one. Subsequent analyses were restricted to the subset of myogenic cells (positive for *Pax7* or adult skeletal muscle myosin heavy chain and negative for *Pdgfra*). The myogenic cells were extracted as a subset from the integrated dataset and unbiased clustering was performed at a resolution of 2 using the first 50 principal components. RNA counts were normalized and scaled before gene expression was analyzed using FindAllMarkers function with the following parameters: “only.pos = TRUE, min.pct = 0.5, logfc.threshold = 0.5.” Single-cell gene set enrichment analysis (scGSEA) was performed using Singleseqgset v.1.2.9 and the mouse Hallmark gene set from msigdbr v7.5.1.^24^ Significance level for both marker genes and scGSEA was set at an adjusted *P* value <.05. The barcodes representing the subset of myogenic cells along with their uniform manifold approximation and projection (UMAP) and principle component analysis (PCA) embeddings were converted to SingleCellExperiment v1.18.0^25^ format using the SeuratWrappers v0.3.0 package and imported into SlingShot v2.4.0^26^ for pseudotime calculations and lineage analysis. The SlingShot method was chosen due to its high performance, robustness, and usability.^27^ Lineage-specific gene expression was analyzed using the tradeSeq v1.10.0^28^ package by fitting a negative binomial generalized additive model (fitGAM function). The optimal number of basis functions, or knots, was empirically determined to be 12 using the evaluateK function, which minimized the relative Akaike Information Criterion (AIC) score in the range from 6 to 15 knots. Evaluation was performed in 4 replicates using seed values from 5 to 8 to assess the stability of the relative AIC. Early lineage-associated genes were analyzed using the startVsEndTest, which tests the significance of the Wald statistic for log fold difference of a gene at the end pseudotime (4.5) compared to the start pseudotime (2.5). A pseudotime of 4.5-5 represented the midpoint of all 3 lineages. Pairwise differential analysis contrasting genes associated with each lineage was performed using the diffEndTest. Pathways analysis of significant lineage-specific genes were analyzed and visualized using enrichR.^29-31^

#### Labeling of MuSC Proliferation

EdU (5-ethynyl-2ʹ-deoxyuridine) incorporation was used to detect MuSC proliferation in response to a growth stimulus. EdU (Carbosynth, Berkshire, UK) was prepared in 1X phosphate-buffered saline (PBS) solution and administered via intraperitoneal (IP) injection at a dose of 0.1 mg per 30 g of body weight as previously described^32^ immediately prior to subcutaneous implantation of mini osmotic pump (Azlet mini model 1007D), which releases EdU continuously for up to 7 days (Azlet Osmotic Pumps, Cupertino, CA). To determine the saturating EdU dose, mice were subjected to 7 days of MOV by synergist ablation, along with implantation of mini osmotic pumps administering 0, 6.25, 12.5, 25, or 50 mg/kg/day EdU. For the 5-day MOV experiments, 25 mg/kg/day EdU was delivered by mini osmotic pumps.

#### Immunohistochemistry

Immunohistochemistry (IHC) analysis was performed on the plantaris muscle to determine the effectiveness of the *Pax7*^*rtTA*^; TRE-H2B-GFP mouse to label MuSC nuclei with GFP, track MuSC fusion to myofibers and the level of MuSC replication based on EdU incorporation. Immediately following euthanasia, excised plantaris muscles were immediately weighed, covered in Tissue-Tek optimal cutting temperature compound (Sakura Finetek, Torrance, CA), pinned at resting length to aluminum-covered cork block, frozen in liquid nitrogen-cooled isopentane and then stored at −80 °C until tissue sectioning. At the time of sectioning, muscle samples were trimmed to mid-belly, oriented upright with sections cut at −20 °C at a thickness of 7 µm. Tissue sections were air-dried >1 hour at room temperature, fixed with 4% paraformaldehyde (VWR, Radnor, PA), permeabilized using 0.1% Triton X-100 (Sigma-Aldrich), and blocked for endogenous peroxidases using 3% H_2_O_2_ (Sigma-Aldrich). Sections were then blocked in a cocktail of 1% bovine serum albumin (Thermo Fisher Scientific, Waltham, MA), and 3% mouse-on-mouse blocking reagent (VectorLabs, Burlinghame, CA). Following these blocking steps, sections were incubated in a 1:100 dilution of either an anti-rabbit (Abcam, Cambridge, UK) or anti-mouse (Developmental Studies Hybridoma Bank, Iowa City, IA) primary antibody against dystrophin overnight at 4 °C, followed by the appropriate secondary antibodies (1:200) and 1:10 000 dilution of 4ʹ,6‐diamidino‐2‐phenylindole (DAPI; Thermo Fisher Scientific). EdU incorporation was detected as previously described,^32^ which involved copper‐mediated Click‐iT chemistry followed by a TAMRA azide secondary antibody (Thermo Fisher Scientific). Since the EdU detection cocktail quenched the GFP signal, GFP was rescued in EdU‐labeled muscle sections using a 1:200 dilution of biotinylated GFP antibody in 2% bovine serum albumin (Rockland Immunochemicals, Pottstown, PA) along with a 1:500 dilution of goat anti‐mouse streptavidin horseradish peroxidase secondary (Thermo Fisher Scientific), followed by tyramide signal amplification (Thermo Fisher Scientific) for *Pax7*^*rtTA*^; TRE-H2B-GFP mice. Sections were mounted using a 50/50 solution of PBS and glycerol. For PAX7 staining, epitope retrieval was performed with sodium citrate buffer (pH 6.8) at 92 °C, and sections were incubated in a 1:100 dilution of anti-mouse PAX7 (Developmental Studies Hybridoma Bank), followed by anti-mouse streptavidin horseradish peroxidase secondary and tyramide signal amplification (Thermo Fisher Scientific).

#### Image Acquisition and Quantification

For IHC, images were captured at ×20 magnification using either a Zeiss upright fluorescent microscope (Zeiss AxioImager M1 Oberkochen, Germany) or a Olympus BX61VS Upright Fluorescent Microscope (Evident Scientific, Bethlehem, PA). Whole plantaris muscle sections were obtained using the mosaic function in Zeiss Zen 2.3 or Olympus whole-slide scan and converted to Open Microscopy Environment compatible TIFF format.^33-35^ Only GFP+ myonuclei within dystrophin border (either EdU+ or EdU−) were counted.

#### Statistics

Cluster-specific gene expression and GSEA were using the Wilcoxon Rank Sum test comparing each cluster with cells in all other clusters. Lineage-specific gene expression analysis was determined using the Wald test after fitting a negative binomial generalized additive model to smooth the scRNA-seq data. Pathways enrichment analysis using enrichR used Fisher’s exact test. All *P* values were adjusted for false discovery using the Benjamini-Hochberg method and significance was set at adjusted *P* < .05 for all analyses. The difference in the number of GFP + EdU− and GFP + EdU+ nuclei was assessed using a paired *t* test, and significance was set at *P* < .05.

## Results

### scRNA-seq Reveals Extensive MuSC Heterogeneity in Response to a Growth Stimulus

To profile adult MuSCs during a growth stimulus, we performed scRNA-seq on VCAM+ MuSCs isolated from plantaris muscles of mice subjected to either sham surgery or 5 days of MOV. 

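The sorted cells were profiled with the 3′ droplet assay of 10x Genomics, in which each captured transcript carries a cell barcode and a unique molecular identifier (UMI). One library was made per condition, so no difference between sham and MOV has a replicate check, and no test or p-value across cells was computed. The authors aligned the reads with Cell Ranger to the mouse genome and deposited the filtered matrices of UMI counts per gene and cell, which hold whole numbers without normalization for 32285 genes. The sham library held 1100 cells with 7302661 UMIs in total, a median of 4116.5 UMIs and 864.5 detected genes per cell. The MOV library was deeper, with 3854 cells, 88498487 UMIs, and a median of 16836 UMIs and 3694 genes per cell. The paper gives a minimum number of reads per sample, below both totals, and the values here use the UMI counts. Mice of both groups were about 26 weeks old and drank doxycycline at 2.0 mg/ml for 14 days, and muscles were taken 5 days after surgery. The paper describes 8 mice per group where the sample labels speak of 1 mouse, and 5% sucrose in the water where the labels give 2%. It describes a sort for VCAM+ cells without CD31, CD45 and SCA1, where the text deposited with the series names the GFP signal.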

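From the deposited counts, cells with 10% or more mitochondrial UMIs were removed, as in the paper. The cells most similar to simulated doublets were then removed, at 0.8% per 1000 cells. This step stood in for the doublet caller of the authors and was weak: when simulated doublets were added, it found 27.0% of them in the sham library (16386 genes) and 33.6% in the MOV library (21129 genes). Counts were normalized with SCTransform and the libraries were joined by anchor integration. The genes that the paper names were kept out of the variable features, which left 2947 of 3000, so that their levels played no part in forming the clusters. Cells were clustered on 50 principal components at resolution 1, and the myogenic clusters were clustered again at resolution 2. A cluster was named after the cluster of the paper whose top markers in Supplementary File 1 led it, again without the genes the paper names, so that "cluster 1-like" denotes cells resembling cluster 1. Because the names were rebuilt, a difference from the paper can come from the naming. Expression was taken as the UMIs of a gene summed over the cells of a class and scaled to CPM by all UMIs of that class, and is given as the log2 ratio to all other myogenic cells of both libraries. All 95% intervals are exact, by Clopper-Pearson for proportions and conditional on the summed counts for ratios, and they cover counting error only. Those for neighbors of cells are an exception, since neighbors can repeat between cells, and are too narrow.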

The 5-day time point was chosen to maximize the abundance of activated MuSCs prior to the dramatic fusion to myofibers that occurs by 7 days of MOV.^36,37^ The total number of MuSCs analyzed by scRNA-seq in sham and MOV conditions were 604 and 1746 cells, respectively. 

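Below the mitochondrial limit lay 738 sham and 3060 MOV cells. The limit removed 362 sham cells (32.9%) and 794 MOV cells (20.6%), and the doublet step removed 4 sham cells (0.542%) and 75 MOV cells (2.45%), which left 734 and 2985 cells. These formed 20 clusters, of which 8 were taken as myogenic from Pax7 or adult MyHC and low Pdgfra. The myogenic clusters held 497 sham cells (67.7% of the cells kept, interval 64.2% to 71.1%) and 1655 MOV cells (55.4%, 53.6% to 57.2%). Another 2 clusters met these gene criteria and were left out by rules chosen after the clusters had been seen. In the first, which held 144 sham cells (19.6%) and 236 MOV cells (7.91%), the median cell had 0.186 of the UMIs of its library's median cell, and no marker of its leading list was among its top 10 genes. The second, with 5 sham cells (0.681%) and 39 MOV cells (1.31%), was led by Schwann cell markers. A mitochondrial limit of 5% moved the number of cells kept the most, to 488 in the sham library and 2690 in the MOV library.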

UMAP was used to construct a visual representation of gene expression topology (Fig. 1A). Unsupervised clustering grouped cells into 10 subpopulations based on their transcriptional programs (Supplementary File 1), including a cluster resembling mature myocytes as indicated by adult myosin heavy chain (MyHC) expression (cluster 10) and lack of *Pax7* expression (Fig. 1B). 

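The myogenic cells formed 13 clusters, all of which could be named. There were 3 clusters each of the cluster 7-like and cluster 10-like classes, 2 of the cluster 1-like class, and 1 each of the cluster 2-, 3-, 4-, 8- and 9-like classes. No cluster was named cluster 5-like or cluster 6-like. The cluster 10-like class held 339 of the sham myogenic cells (68.2%, 63.9% to 72.3%) and 89 of the MOV myogenic cells (5.38%, 4.34% to 6.58%), so it came mostly from the sham library. Its median cell had 5217 UMIs in the sham library and 1132 in the MOV library. Among the adult MyHC genes, Myh4 (ENSMUSG00000057003), on chromosome 11 of GRCm38 from 67238029 to 67260446, reached 2377 CPM in cluster 10-like cells and 47.6 CPM in the other myogenic cells, a log2 ratio of 5.64 (5.58 to 5.71). The log2 ratio was 7.67 (7.37 to 7.99) for Myh2 and 4.75 (4.67 to 4.84) for Myh1. The Myh4 ratio was 1.37 in the sham library and 5.43 in the MOV library. Of the 2230 Myh4 UMIs in the other sham myogenic cells, 2186 lay in the 35 cluster 9-like cells, at 7081 CPM against 3047 CPM in sham cluster 10-like cells. These genes are close paralogs, so the split of UMIs between them is uncertain. Myh7 had 1 UMI in cluster 10-like cells and 14 in the others, too few for a direction.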

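Pax7 (ENSMUSG00000028736) lies on chromosome 4 of GRCm38 from 139737062 to 139833528. In cluster 10-like cells it had 41 UMIs, or 11.9 CPM against 69.0 CPM in the other myogenic cells, a log2 ratio of -2.53 (-3.01 to -2.09). The ratio differed between the libraries, at -5.23 (-6.57 to -4.16) in the sham library and -0.70 (-1.23 to -0.21) in the MOV library. The median log2 ratio of all genes between these cells was itself -1.10, and with edgeR's TMM factors the Pax7 ratio was -1.75. When every cell was thinned to 2000 UMIs, 0.291% of 344 cluster 10-like cells had a Pax7 UMI, with 84 shallower cells left out. In fibro-adipogenic-like cells, which should lack Pax7, the proportion was 0.310% of 323 cells with 1 cell left out. Each of these proportions rests on 1 cell with a UMI. Thinned to 4000 UMIs, the proportions were 1.67% (0.456% to 4.21%) and 0.316% (0.00801% to 1.75%), with 188 and 8 cells left out, and without thinning they were 4.67% and 2.78%, at median depths of 4872.5 and 32316.5 UMIs. Summed over all cells, Pax7 was at 0.936 CPM in fibro-adipogenic-like cells. Of the 41 UMIs in cluster 10-like cells, 34 were in the MOV library, at 41.9 CPM, and 7 in the sham library, at 2.66 CPM.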

The presence of a mature myocyte cluster despite size-filtering during cell isolation is consistent with previous reports.^38,39^ We excluded clusters 9 and 10 which expressed high levels of terminal differentiation genes (*Acta1*, Fig. 1C) to calculate the relative abundance of MuSCs. 

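Acta1 (ENSMUSG00000031972), the skeletal muscle actin gene on chromosome 8 of GRCm38 from 123891769 to 123894751, took 24143 CPM in cluster 9-like and 10-like cells and 214 CPM in the other myogenic cells. The log2 ratio was 6.82 (6.79 to 6.85) over both libraries, 7.55 in the sham library and 5.42 in the MOV library. After thinning, an Acta1 UMI was seen in 98.8% of cluster 10-like, 85.6% of cluster 9-like, 40.4% of cluster 8-like and 35.0% of cluster 1-like cells, against 12.4% of fibro-adipogenic-like cells. Without thinning these proportions were 99.8%, 100%, 93.6%, 77.3% and 73.5%. The median depth was 44466.5 UMIs in cluster 9-like, 32638 in cluster 8-like and 11001.5 in cluster 1-like cells, and thinning left out 1, 0 and 3 cells of these classes. The text of the paper leaves clusters 9 and 10 out of the MuSC pool, while the legend of Fig. 1 leaves out cluster 10. With both classes left out, the pool here held 123 sham and 1489 MOV cells. The cluster 9-like class held 35 sham cells (7.04% of myogenic cells) and 77 MOV cells (4.65%).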

Under conditions without a growth stimulus (Sham), clusters 1 and 2 contributed over 80% of the MuSC pool, with other clusters comprising only minor proportions (Fig. 1A, inset). 

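In the sham library, the cluster 1-like and 2-like classes together held 104 cells, 84.6% of the pool (76.9% to 90.4%). In the MOV library they held 342 cells, 23.0% (20.9% to 25.2%). The sham value depended on which cells entered its small pool. With a mitochondrial limit of 5%, the alternative that moved it most, the sham proportion was 31.4% (23.1% to 40.5%) of 118 cells, and with the myogenic clusters chosen by Pax7, adult MyHC and Pdgfra alone, a setting added after the data had been seen, it was 57.5% (49.9% to 64.8%) of 181 cells. The number of cluster 1-like and 2-like cells stayed at 104 in the latter setting, so the change came from the other cells of the pool. With doublets kept it was 62.4%, and with the libraries merged without integration 78.2%. The sham proportion was above the MOV proportion under every setting plotted.

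**Figure D1:**
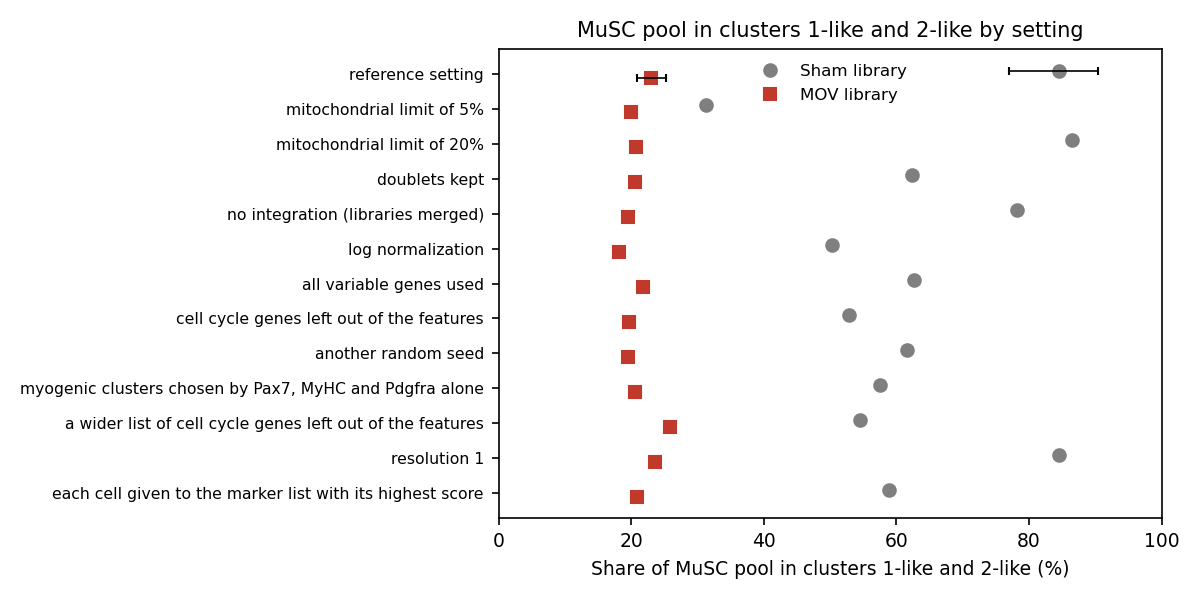
Percent of the MuSC pool in cluster 1-like and 2-like cells (horizontal axis) in the sham and MOV libraries under each processing setting (vertical axis). Bars in the reference setting are 95% Clopper-Pearson intervals for counting error only. The sham points spread from 31.4% to 86.5%, and the MOV points from 18.2% to 25.8%.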

Cells in clusters 1 and 2 displayed a profile consistent with MuSC quiescence (high *Pax7*). 

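Summed over cluster 1-like and 2-like cells, Pax7 took 153 CPM, against 55.8 CPM in all other myogenic cells. The log2 ratio was 1.46 (1.34 to 1.57) over both libraries, 3.23 (2.79 to 3.68) in the sham library, where most other myogenic cells were cluster 10-like, and 1.36 (1.24 to 1.48) in the MOV library. At 2000 UMIs per cell, a Pax7 UMI was found in 22.9% of 371 cluster 1-like cells (18.7% to 27.5%, 3 cells left out), 36.8% of 68 cluster 2-like cells (25.4% to 49.3%, 4 left out), 20.9% of cluster 3-like, 12.2% of cluster 4-like and 14.0% of cluster 7-like cells. All of these lay above the background in fibro-adipogenic-like cells. Unthinned, the proportions were 64.4%, 87.5%, 74.7%, 63.8% and 80.7%, the last in the deepest of these classes.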

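Chrdl2 (ENSMUSG00000030732), which encodes chordin-like 2, lies on chromosome 7 of GRCm38 from 100006172 to 100034728. It took 135 CPM in cluster 1-like cells (571 UMIs) and 3.96 CPM in the other myogenic cells (203 UMIs), a log2 ratio of 5.09 (4.86 to 5.33). The ratio was 6.12 (5.39 to 6.95) in the sham library and 4.65 (4.39 to 4.92) in the MOV library.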

Cells in cluster 1 also expressed high levels of *Chrdl2*, a marker of MuSC quiescence^40^ (Supplementary Fig. S2A). 

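Within the pool, the cluster 1-like class fell from 75.6% (67.0% to 82.9%) in the sham library to 18.9% (16.9% to 21.0%) in the MOV library. The cluster 2-like class went from 8.94% (4.55% to 15.4%) to 4.10% (3.15% to 5.23%). Its intervals overlap only at their edges, and each value lies outside the other interval. The cluster 3-like class went from 4.07% (1.33% to 9.23%, 5 cells) to 18.0% (16.1% to 20.0%), and the cluster 4-like class from 3.25% (0.893% to 8.12%, 4 cells) to 15.1% (13.3% to 17.0%). No sham cell was cluster 8-like, where the interval reached 2.95%, and 47 MOV cells were (3.16%, 2.33% to 4.18%). The MOV value lies just above the end of the sham interval, and the intervals overlap. The small sham pool leaves the size of any difference open.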

After 5 days of MOV, however, the proportion of MuSCs in the remaining clusters increased, resulting in the emergence of a more heterogenous population of MuSCs. In addition to high *Pax7* expression, clusters 1, 2, and 3 were marked by high expression of other genes associated with MuSC quiescence, including *Apoe* and *Notch,* as well as *Col5*.^41-43^ 

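Over the cluster 1-, 2- and 3-like classes together, Apoe took 1496 CPM and 126 CPM elsewhere, a log2 ratio of 3.57 (3.53 to 3.62). Pax7 had a log2 ratio of 1.35 (1.26 to 1.45) over these 3 classes. Of the Notch receptors, Notch3 had the largest log2 ratio, 2.00 (1.89 to 2.12), followed by Notch2 at 1.01 (0.87 to 1.15) and Notch1 at 0.51 (0.38 to 0.65). The type V collagen genes were close to each other, at 1.42 for Col5a1, 1.37 for Col5a2 and 1.34 for Col5a3. Each of these genes was higher in the 3 classes within either library, and the sham ratios were larger (6.54 for Apoe and 2.95 for Notch1) than those in the MOV library (3.29 and 0.39).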

MuSCs in cluster 2 also expressed immediate-early response genes (*Fos, Jun,* and *Egr1*),^44,45^ while MuSCs in cluster 3 expressed other markers of activating MuSCs (*Islr* and *Mgp*).^46,47^ 

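Cluster 2-like cells numbered 11 in the sham library and 61 in the MOV library. Fos took 2716 CPM in them and 212 CPM in other myogenic cells, a log2 ratio of 3.68 (3.62 to 3.73), and the ratios of Egr1 and Jun were 3.56 (3.50 to 3.63) and 2.86 (2.80 to 2.91). Egr1 (ENSMUSG00000038418) lies on chromosome 18 of GRCm38 from 34859823 to 34864984. The markers by which this class was named also hold immediate-early genes, such as Fosb, Egr2 and Atf3, so these ratios are not independent of the name. In cluster 3-like cells, Islr reached 287 CPM against 39.6 CPM, a log2 ratio of 2.85 (2.76 to 2.95), and Mgp 2181 CPM against 469 CPM, a log2 ratio of 2.22 (2.19 to 2.25).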

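Sox4 (ENSMUSG00000076431), on chromosome 13 of GRCm38 from 28948919 to 28953713, took 391 CPM in cluster 4-like cells and 222 CPM in other myogenic cells. The log2 ratio was 0.82 (0.75 to 0.89), with 1.60 (0.85 to 2.26) in the sham library, where it rested on 19 UMIs, and 0.74 (0.67 to 0.81) in the MOV library.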

The subpopulation of MuSCs in cluster 4 expressed genes associated with MuSC self-renewal (*Sox4*).^48^ Additionally, MuSCs in clusters 4 and 5 expressed genes associated with polarity and asymmetric division (*Dag1*)^49^ and tetraspanin genes (*Cd63* and *Cd9*). 

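In cluster 4-like cells, Dag1 had 1065 CPM against 546 CPM in other myogenic cells, a log2 ratio of 0.96 (0.92 to 1.01). The tetraspanin genes had smaller ratios, 0.87 (0.82 to 0.93) for Cd9 and 0.51 (0.48 to 0.54) for Cd63. Since no cluster resembled cluster 5, cells were also given singly to the marker list with their highest score, which named 35 sham and 121 MOV cells as cluster 5-like. In these, the log2 ratio was 1.08 (1.02 to 1.13) for Dag1, 0.78 (0.71 to 0.86) for Cd9 and 0.24 (0.20 to 0.27) for Cd63.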

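Naming cells singly gave 3 sham and 146 MOV cells that resembled cluster 6, with 7530422 UMIs. In them, Myof reached 124 CPM against 83.8 CPM in other myogenic cells, a log2 ratio of 0.57 (0.47 to 0.67). The ribosomal protein genes Rps2 and Rpl3 had log2 ratios of 0.35 (0.33 to 0.36) and 0.24 (0.22 to 0.26). Both have many processed pseudogenes, so their counts are uncertain to the extent that reads were shared.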

MuSCs in cluster 6 expressed high levels of genes encoding ribosomal proteins (*Rps2* and *Rpl3*) and genes expressed during the pre-fusion phase (*Myof*).^50^ Furthermore, a subset of MuSCs in clusters 8 and 9 displayed high levels of myogenic genes (*Myog*, Fig. 1D; *Itga7*, Supplementary Fig. S2B; and *Myod1*, Supplementary Fig. S2C) and the fusogenic genes *Mymx and Mymk* (Fig. 1E), which are both required and sufficient for myogenic fusion.^51-54^ 

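Myog (ENSMUSG00000026459, chromosome 1 of GRCm38 from 134289989 to 134292548) took 2426 CPM in cluster 8-like and 9-like cells and 65.8 CPM in the other myogenic cells, a log2 ratio of 5.20 (5.15 to 5.26). Mymx (chromosome 17, 45600971 to 45602102) and Mymk (chromosome 2, 27061636 to 27072179) had ratios of 5.60 (5.44 to 5.77) and 5.52 (5.41 to 5.63), and Myod1 and Itga7 had the smaller ratios of 0.63 (0.55 to 0.70) and 0.58 (0.48 to 0.68). These values came from the MOV library. The sham cells of the classes, all of them cluster 9-like, had 1 UMI of Myog and none of Mymx or Mymk, and within the sham library the log2 ratio was -2.10 (-2.84 to -1.45) for Myod1 and -2.39 (-5.45 to -0.51, 2 UMIs) for Itga7. After thinning, 89.4% of cluster 8-like cells (76.9% to 96.5%) and 60.4% of cluster 9-like cells (50.6% to 69.5%) had a Myog UMI. The proportion was 13.2% in cluster 2-like (6.23% to 23.6%), 7.47% in cluster 7-like and 1.24% in fibro-adipogenic-like cells. Without thinning the proportions were, in the same order, 97.9%, 67.9%, 31.9%, 40.2% and 17.0%. For Mymk, 48.9% of cluster 8-like and 45.0% of cluster 9-like cells had a UMI after thinning, and 0.310% of fibro-adipogenic-like cells.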

Expression levels of the myogenic regulatory factor *Myf5* were low in clusters 8 and 9 (Supplementary Fig. S2D). 

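Myf5 (ENSMUSG00000000435, chromosome 10 of GRCm38 from 107482908 to 107486134) had 277 UMIs in cluster 8-like and 9-like cells, or 41.1 CPM, and 143 CPM in the other myogenic cells, a log2 ratio of -1.80 (-1.98 to -1.63). All of these UMIs were in the MOV library. At equal depth, 8.51% of cluster 8-like cells (2.37% to 20.4%) and 4.50% of cluster 9-like cells (1.48% to 10.2%) had a Myf5 UMI. The proportion was 34.8% in cluster 3-like, 29.6% in cluster 1-like and 18.3% in cluster 7-like cells, and 0.929% in fibro-adipogenic-like cells (0.192% to 2.69%). Without thinning, it was 46.8% in cluster 8-like, 34.8% in cluster 9-like and 4.63% in fibro-adipogenic-like cells.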

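Cells of the cluster 7-like class made up 10 of the pool cells in the sham library (8.13%, 3.97% to 14.4%) and 607 in the MOV library (40.8%, 38.3% to 43.3%). They were the deepest cells of the pool, with a median of 38360 UMIs in the MOV library. The MOV proportion fell to 25.0% (22.8% to 27.2%) when each cell was named singly, the alternative that moved it most.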

Finally, in response to the growth stimulus, cluster 7 contributed the greatest proportion (~40%) to the MuSC pool. MuSCs found in cluster 7 expressed genes characteristic of proliferating cells, including high expression of *Mki67* (Fig. 1F), cell cycle genes (*Cdk1* and *Ccna2*), and DNA metabolism genes expressed at the beginning of S phase (*Rad51ap1*, *Rfc4*, and *Rrm2*).^55^

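Mki67 (ENSMUSG00000031004), on chromosome 7 of GRCm38 from 135689784 to 135716361, took 242 CPM in cluster 7-like cells and 14.0 CPM in other myogenic cells, a log2 ratio of 4.11 (3.96 to 4.26). Ccna2 and Cdk1 had ratios of 4.29 (4.09 to 4.49) and 3.76 (3.64 to 3.89). The S phase genes had smaller ratios, 2.66 (2.46 to 2.86) for Rad51ap1, 2.21 (2.14 to 2.29) for Rrm2 and 1.77 (1.65 to 1.89) for Rfc4. After thinning, 41.4% of 616 cluster 7-like cells (37.5% to 45.4%, 1 cell left out) had an Mki67 UMI, and 0.539% of cluster 1-like, 1.80% of cluster 9-like and none of the cluster 8-like cells, where the interval reached 7.55%. In cluster 10-like cells, which should lack Mki67, it was 0.581%. Fibro-adipogenic-like cells, some of which can divide, reached 8.67%. Without thinning, the proportion was 95.9% in cluster 7-like cells, at a median of 38420 UMIs, 17.9% in cluster 9-like, 12.8% in cluster 8-like, 2.94% in cluster 1-like and 2.34% in cluster 10-like cells, and 32.7% in fibro-adipogenic-like cells.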

### scGSEA Identifies Heterogenous Transcriptional Programs of MuSC Clusters During a Growth Stimulus

To better understand the functional profile of each of the subpopulations of MuSCs following 5 days of MOV, we performed scGSEA on the significant genes for each cluster. 

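The gene sets of the paper came from the Hallmark collection, which is not used here; Reactome sets of related content were used in their place. For each set, the median log2 ratio of its genes between a class and the other myogenic cells was ranked among 10000 random lists of the same size matched on mean expression, over 13547 genes. The 64 genes of respiratory electron transport had a median log2 ratio of -0.96 in cluster 1-like and 2-like cells, below all random lists, where the median of all genes was -0.07. The wider set of the citric acid cycle and respiratory chain (119 genes) was at -0.92. Within the MOV library the medians were -0.73 and -0.68. When cluster 9-like and 10-like cells were left out of the comparison, a choice made after the data had been seen, they were -0.72 and -0.69, again below all random lists.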

Clusters 1 and 2 were characterized by upregulation of genes associated with oxidative phosphorylation, consistent with dependence of quiescent MuSCs on mitochondrial fatty acid oxidation and oxidative phosphorylation.^56^ 

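The Reactome set of TNF signaling holds 9 genes. Its median log2 ratio was -0.25 in cluster 1-like cells, at percentile 40.9 of the random lists, and 0.44 in cluster 2-like cells, at percentile 90.4. With cluster 9-like and 10-like cells left out, the latter was 0.30 at percentile 77.6. Cxcl1 took 1456 CPM in cluster 1-like cells and 314 CPM in other myogenic cells, a log2 ratio of 2.21 (2.17 to 2.25), which was 6.09 in the sham library and 1.53 in the MOV library. For Gpx3 the ratio was 2.92 (2.88 to 2.97), with 4.34 and 2.74 in the respective libraries.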

Clusters 1 and 2 were also marked by upregulation of TNF-α signaling via NF-κB and inflammatory response, with top differentially expressed genes (DEGs) in cluster 1 *Cxcl1* and *Gpx3,* (Fig. 1G, 1H) consistent with the quiescent MuSC molecular signatures of inflammation and antioxidants.^42^ A subpopulation of MuSCs in cluster 3 was characterized by upregulated genes associated with epithelial-mesenchymal transition, E2F targets, and coagulation. 

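In cluster 3-like cells, the 174 genes of extracellular matrix organization, the set nearest to epithelial-mesenchymal transition, had a median log2 ratio of 0.61, above all random lists. The 27 genes of E2F-mediated regulation of DNA replication were at -1.78, below all random lists, and at -1.90 within the MOV library. In the set for the formation of fibrin clots, added after the data had been seen, the 17 genes with enough counts had a median of 0.03, at percentile 49.1.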

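Spp1 had 21025 UMIs in cluster 3-like cells and 45228 in the other myogenic cells, which is 3302 and 922 CPM and a log2 ratio of 1.84 (1.82 to 1.86). The ratio was 1.75 in both the sham library (50 UMIs in the class) and the MOV library. Mgp had 13889 UMIs in the class, and its ratio was 4.30 (3.87 to 4.73) in the sham library and 2.12 (2.09 to 2.15) in the MOV library.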

The top DEGs in this cluster, *Spp1* and *Mgp*, are known to influence the myogenic process by regulation of extracellular matrix genes.^47,57^ Clusters 4, 5, and 6 were characterized by upregulation of protein secretion (secretion of cytokines), and clusters 5 and 6 were also enriched for signal transduction pathways. 

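The genes of endoplasmic reticulum to Golgi transport, a Reactome set near to protein secretion that was added after the data had been seen, were compared for cluster 4-like cells. With 9 genes in the test, the median log2 ratio was 0.21, at percentile 90.7 of the random lists, and 0.14 within the MOV library. Without any cluster resembling clusters 5 and 6, no set was computed for these.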

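Itm2a took 1345 CPM in cluster 4-like cells and 649.7 CPM in other myogenic cells, a log2 ratio of 1.05 (1.01 to 1.09). In cells singly named cluster 6-like, Lgals3 reached 582 CPM against 278 CPM, a log2 ratio of 1.07 (1.02 to 1.12). For the interferon-induced genes Isg15 and Iigp1, cells singly named cluster 5-like had log2 ratios of 4.50 (4.39 to 4.62) and 4.74 (4.65 to 4.84). The markers that picked these cells are themselves interferon-induced genes, so the ratios are not independent of the name. Cluster 4-like cells also had more of both, with log2 ratios of 1.90 (1.77 to 2.03) and 1.77 (1.66 to 1.88).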

The top DEGs in clusters 4 and 6 included membrane-related genes (*Itm2a* and *Lgals3*), and DEGs in cluster 5 included *IL6/JAK/STAT3* signaling genes such as interferon-stimulated gene 15 (*Isg15)* and interferon-inducible GTPase 1 (*Iigp1*). 

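In cluster 7-like cells the median log2 ratio was 0.80 over the 16 genes of the G2/M DNA damage checkpoint, 0.85 over 389 genes of the mitotic cell cycle and 1.79 over the E2F set. Each median lay above all random lists. Within the MOV library the medians were 0.64, 0.74 and 1.60. The markers that named this class, such as Cenpf, Tpx2 and Birc5, belong to the same program, so the sets are not independent of the name.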

Upregulated genes in the cluster of MuSCs indicative of active replication (cluster 7) were associated with G2/M DNA damage and cell cycle checkpoint, a defining feature of replicating cells. The top DEGs (*Hist1h2ap, Ube2c,* and *Top2a)* are related to cell cycle, cell proliferation, and DNA metabolism.^58^ 

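Ube2c took 644 CPM in cluster 7-like cells and 31.9 CPM elsewhere, a log2 ratio of 4.33 (4.24 to 4.43). The ratio of Top2a was 4.08 (3.99 to 4.18). Hist1h2ap, one of many near-identical histone genes between which reads can be shared, was at 763 CPM against 39.8 CPM, a ratio of 4.26 (4.17 to 4.35).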

MuSCs in cluster 8 demonstrated upregulated genes associated with TGF-β signaling and interferon-γ/α response. 

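For cluster 8-like cells, all from the MOV library, 65 genes of signaling by the TGF-β receptor complex had a median log2 ratio of 0.06, at percentile 93.5 of the random lists. The 12 genes of interferon α/β signaling were at 0.02 (percentile 70.6), and at -0.04 when only MOV cells were compared. The 59 genes of interferon γ signaling were at -0.52 (percentile 0.010).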

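In the 47 cluster 8-like cells, Myog took 2349 CPM against 295 CPM in the other myogenic cells, a log2 ratio of 2.99 (2.94 to 3.04). Cdkn1c (ENSMUSG00000037664), which encodes the cell cycle inhibitor p57 and lies on chromosome 7 of GRCm38 from 143458339 to 143461050, took 4798 CPM against 355 CPM, a ratio of 3.76 (3.72 to 3.79). Over MOV cells alone the ratios were 2.87 and 3.64.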

Top DEGs in this cluster included the lineage commitment myogenic regulatory factor *Myog,* as well as the negative regulator of cellular proliferation, *Cdkn1c*.^59,60^ 

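Relative to other myogenic cells, cluster 9-like cells had a median log2 ratio of -0.90 over the genes of interferon α/β signaling (percentile 0.39) and of -1.06 over those of interferon γ signaling, below all random lists. TNF signaling was at -0.33 (percentile 28.6). In cluster 4-like cells the interferon sets were at 0.61 and 0.55, above all random lists.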

Finally, MuSCs in cluster 9 also expressed genes associated with interferon-γ/α response pathways and TNF-α signaling via NF-κB. This subpopulation of MuSCs also expressed high levels of genes representative of mature myocytes (*Tnnt2* and *Myl4*).

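Tnnt2 and Myl4 had 11218 and 10435 UMIs in cluster 9-like cells, with log2 ratios of 4.58 (4.53 to 4.63) and 5.78 (5.71 to 5.86) to other myogenic cells. Nearly all of these UMIs came from the MOV cells of the class, which had a median of 63332 UMIs per cell. The sham cells, with a median of 6312, had 5 UMIs of Tnnt2 and 9 of Myl4, and ratios of 0.88 (-0.82 to 2.23) and 1.94 (0.69 to 3.04).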

### Cell Fate Decision-Making Occurs in Parallel Rather Than in a Linear Fashion

Based on previously reported scRNA-seq analysis of MuSCs during regeneration,^15,38,39^ we anticipated the progression of MuSCs from quiescence to replication, then differentiation, and finally fusion into mature myocytes. However, the organization of the subpopulations of MuSCs did not confirm this expectation. Instead, trajectory analysis with SlingShot^26^ identified 3 distinct lineage inferences (Fig. 2A-2C). 

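In place of Slingshot, a minimum spanning tree was built over the 13 clusters with the distance Slingshot uses, the gap between cluster centers scaled by their covariances. The root was the cluster with the highest score for the markers of cluster 1. The tree had 5 ends and therefore 5 lineages, and the paths to all of them ran through both cluster 1-like clusters and the cluster 4-like cluster. One path ended in a cluster 7-like, one in a cluster 2-like and one in a cluster 8-like cluster, and 2 ended in cluster 10-like clusters. Over the alternatives set beforehand, the number of lineages ranged from 2 to 6. The tree over the named classes gave the lowest number, and keeping the doublets, merging the libraries without integration and another random seed each gave the highest. On simulated branching data of 8 clusters, every lineage was found in 50 of 50 data sets. The simulated clusters had equal spread, well separated centers and a given root. This checks the calculation only and does not show that the tree of the real clusters is right.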

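The path to the longer of the cluster 10-like ends ran from cluster 1-like through cluster 4-like and cluster 9-like clusters and held 0 cluster 7-like clusters. The cluster 8-like cluster was an end of its own, reached from the cluster 9-like cluster. The result depended on the covariances. In the first version of the tree, full covariances were used for each cluster with more cells than components, and the path held 2 cluster 7-like clusters. After this had been seen, the rule was changed to that of Slingshot, which takes the diagonals for all clusters when any cluster is too small, and the path then held 0. Among the settings planned beforehand, a tree of the MOV library alone put 3 cluster 7-like clusters on the path and clustering at resolution 1 put 2.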

Lineage 1 represents a trajectory inference of quiescent MuSCs leading directly to commitment and fusion into the mature myocyte cluster (Fig. 2A). 

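A further path ran from the cluster 1-like clusters through the cluster 4-like cluster and then through all 3 cluster 7-like clusters, which held 251, 188 and 178 cells.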

Lineage 2 represents a trajectory inference path leading to replication, marked with high expression of *Mki67*, a commonly used marker of DNA synthesis and cell division (Fig. 2B). 

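The remaining path went from the cluster 1-like clusters to the cluster 4-like, then the cluster 3-like and last the cluster 2-like cluster, which held 72 cells. Both cluster 1-like clusters lay at the root of the tree, so no path could end in them.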

Finally, lineage 3 represents a trajectory inference path that leads from activation back to a quiescence-like state (Fig. 2C). Taken together, in response to a mechanical growth stimulus, adult MuSCs appear to make one of 3 independent cell fate decisions. This finding is in stark contrast to the well-established sequential response of MuSC entry into G1, progression through S, G2, and M phases prior to making the decision to exit the cell cycle and returning to G0. 

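A path from the root to a cluster 10-like end existed under 15 alternatives. It held no cluster 7-like cluster under 12 of them and at least 1 under 3. Counting only the alternatives planned beforehand, these numbers were 12, 10 and 2. Not all paths without a cluster 7-like cluster passed through differentiating cells. The path reached cluster 10-like clusters with no cluster 8-like or 9-like cluster before them under several alternatives. These were mitochondrial limits of 5% and 20%, doublets kept, libraries merged without integration, all variable genes, and the gene criteria alone. With the cells of each class joined, the tree had no cluster 10-like end, and its longer path ran from cluster 1-like through cluster 4-like and cluster 7-like to cluster 10-like cells and from there to cluster 9-like and cluster 8-like cells.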

Notably, this trifurcation revealed by our trajectory analysis is also different from the bifurcating trajectory that has been previously described in muscle regeneration.^38,61^ These data suggest that adult MuSCs are capable of directly differentiating without replicating during MOV.

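Among the 20 nearest neighbors of each cluster 8-like cell, 297 lay outside the class. Of these, 4 were cluster 7-like cells (1.35%, 0.368% to 3.41%), where class sizes alone would give 29.3%. Cluster 1-like cells were as few, also 4 (1.35%), where class sizes would give 17.8%. A low percent therefore does not by itself tell from which class the cluster 8-like cells came. The most frequent neighbors were cluster 4-like cells (38.7%), cluster 9-like cells (23.2%) and cluster 3-like cells (17.2%). This order changed with the setting. The most frequent neighbors were cluster 10-like cells with another random seed (58.3%, for a class of 149 cells in place of 47), with doublets kept (57.3%) and with the S and G2/M genes left out of the features (30.5%), cluster 6-like cells with log normalization (72.6%) and with each cell named singly (20.2%), and cluster 3-like cells with a wider list of cell cycle genes left out (28.1%). Cluster 9-like cells bordered on cluster 10-like cells (66.4% of 473 neighbors), cluster 7-like cells (20.1%, against 30.2% from class sizes) and cluster 8-like cells (13.5%). None of their neighbors were cluster 4-like cells, where class sizes would give 11.2%, or cluster 1-like, 2-like or 3-like cells, although the tree joins the cluster 9-like cluster directly to the cluster 4-like cluster. The cluster 7-like share around cluster 9-like cells was 0.561% (against 19.3%) with each cell named singly, 11.7% (against 25.2%) with the gene criteria alone for the myogenic clusters, and from 15.7% to 16.7% with doublets kept, another seed and a mitochondrial limit of 20%. For cluster 8-like cells the proportion and the class both changed with the features, from 47 cells to 105 and 123 cells with cell cycle genes left out, and the effect of the genes was not separated from that of the membership. With the S and G2/M genes of Seurat left out of the features it was 8.74% (6.72% to 11.1%) against 28.7% from class sizes. With the wider list, of 509 cell cycle genes, left out, chosen after that value had been seen, it moved the most, to 18.7% (15.9% to 21.6%) against 22.8%. With each cell named singly it was 13.6% (11.7% to 15.6%) against 19.4%. The same cell can be counted as a neighbor of several cells. The intervals for neighbors treat these counts as independent and are too narrow even for counting error. At 2000 UMIs per cell, cluster 8-like cells carried a mean of 4.11 UMIs (3.55 to 4.73) of the 97 S and G2/M genes. Cluster 1-like cells carried 3.17, cluster 3-like cells 3.18, cluster 4-like cells 6.74 and cluster 7-like cells 27.3.

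**Figure D2:**
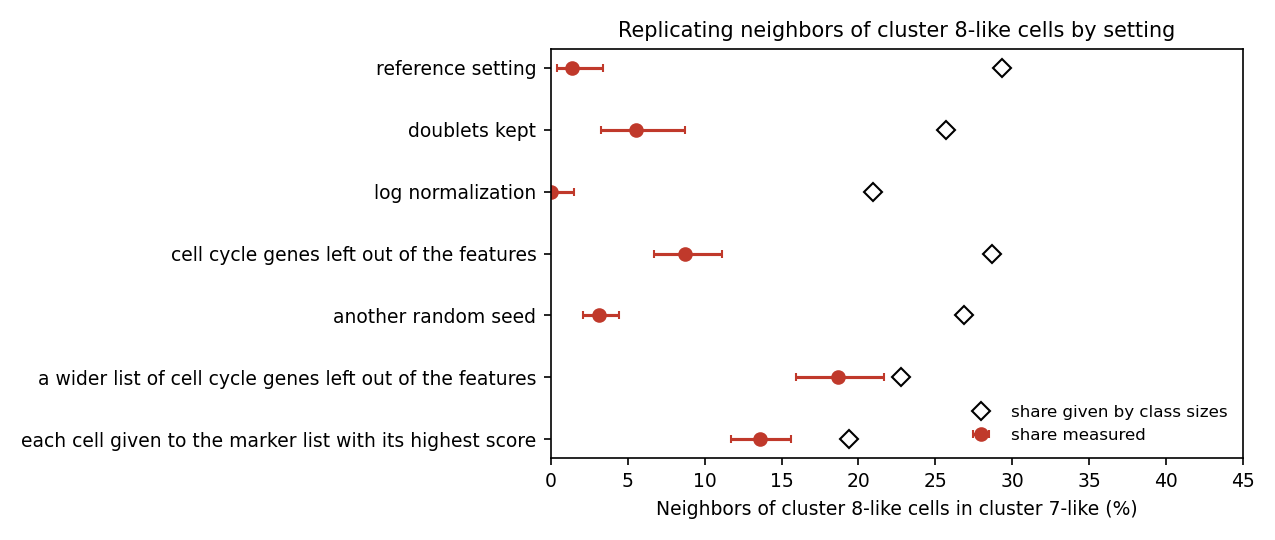
Percent of the neighbors of cluster 8-like cells that were cluster 7-like cells (measured, with 95% Clopper-Pearson intervals) beside the percent that class sizes alone would give (expected), for each setting that formed a cluster 8-like class. The measured percent is 1.35% in the main setting and 18.7% with the wider list of cell cycle genes left out of the features. Neighbors can repeat between cells, so the intervals are too narrow.

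The paper had anticipated a course from quiescence through replication to differentiation and fusion. From a lineage that led from quiescent cells to mature myocytes apart from the lineage that led to replication, the paper proposes that MuSCs in adult muscle can differentiate during MOV without replicating first, and it then turns to labeling of DNA synthesis in vivo to examine this.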

**Figure 2.**
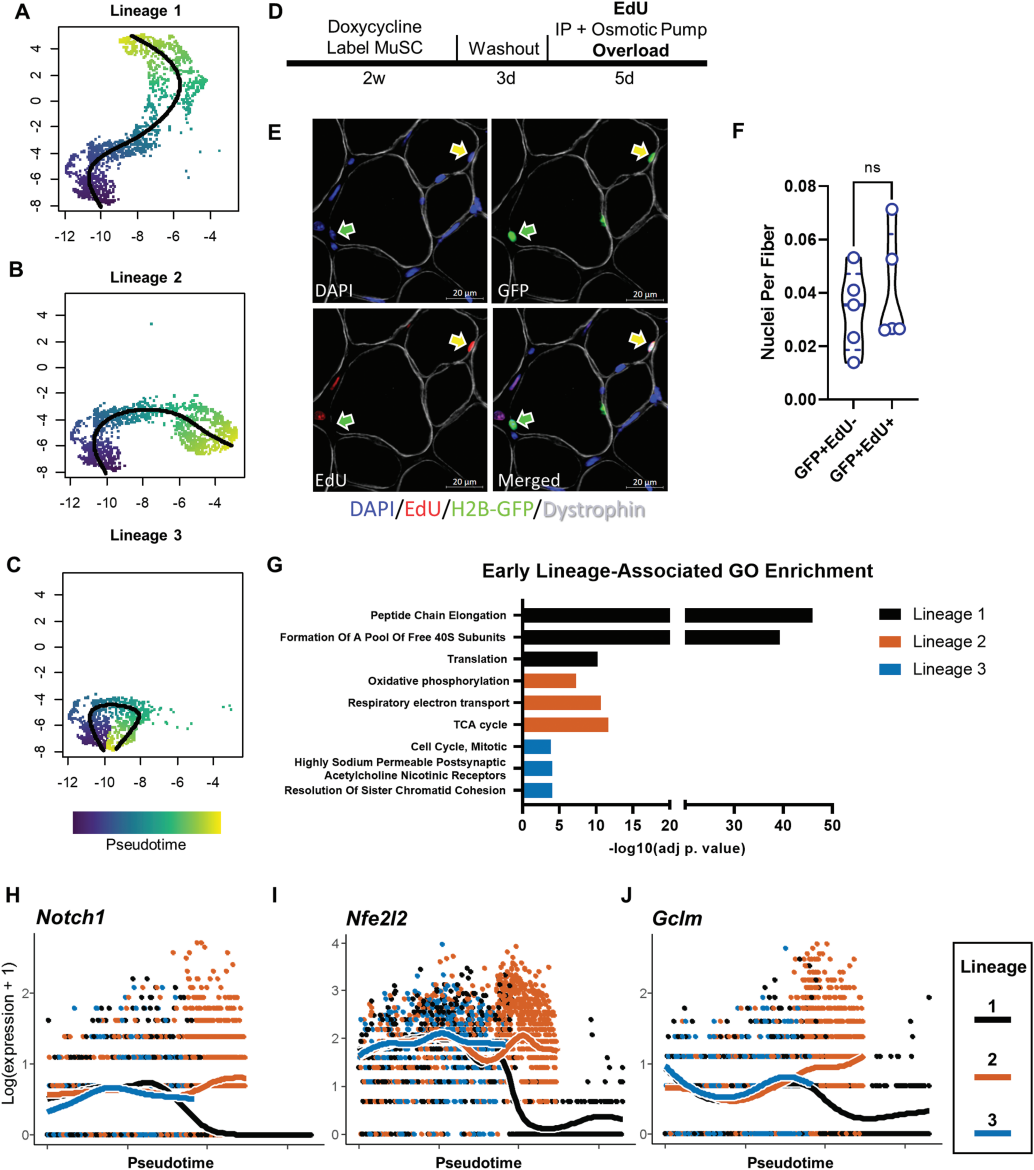
MuSCs directly fuse into muscle cells without undergoing replication depending on cellular metabolism. Trajectory inference delineates 3 distinct lineages of MuSCs progression from quiescence. (**A**) Lineage 1 represents direct commitment and fusion of MuSCs into myocytes. (**B**) Lineage 2 represents replicating MuSCs that replenish tissue MuSC pool. (**C**) Lineage 3 represents MuSCs that return to quiescence or a quiescence-like state. Color bar represents pseudotime of lineage progression. (**D**) Experimental design and labeling strategy to lineage trace MuSCs and determine replication status. (**E**) Representative images of muscle histological cross-sections showing MuSC-derived (green) myonuclei under the sarcolemma (white dystrophin border) with and without EdU incorporation (red). (**F**) Quantification of MuSC-derived myonuclei that either replicated (EdU + GFP+, yellow arrow) or did not replicate previously (EdU-GFP+, green arrow). Difference assessed using a paired *t* test, ns = not significant (*P *> .05). (**G**) Gene ontology (GO) enrichment analysis comparing early lineage-associated genes (pseudotime 2.5-4.5). Gene expression is plotted for cells along each lineage for *Notch1* (**H**), *Nfe2l2* (**I**), and *Gclm* (**J**).

### A Subset of MuSCs Directly Differentiate and Fuse Without Proliferation

To verify the presence of lineage inference 1 MuSCs, we tracked adult MuSC division and fusion into the myofiber following a growth stimulus. We fluorescently labeled adult MuSC nuclei using a recombinant histone-EGFP fusion protein by crossing a MuSC-specific Tet-ON mouse^18^ (*Pax7*^*rtTA*^, Supplementary Fig. S1A) to a tetracycline-responsive nuclear-localized GFP reporter mouse Tg(tetO-HIST1H2BJ/GFP) (TRE-H2B-GFP) to generate the *Pax7*^*rtTA*^; TRE-H2B-GFP mouse (Supplementary Fig. S1B). Following dox administration via drinking water (2 mg/mL), >75% MuSCs were GFP+ as assessed by FACS (Supplementary Fig. S1C, S1D) and PAX7 IHC (Supplementary Fig. S1E). In contrast to models using the Cre-loxP system, an advantage of the Tet-ON system is non-constitutive expression, as induction of H2B-GFP only occurs during dox administration. To label replicating adult MuSCs, dox-treated *Pax7*^*rtTA*^; TRE-H2B-GFP mice were administered a loading dose of EdU by IP injection, prior to completion of the MOV surgery, and then continuously provided EdU via subcutaneous mini osmotic pump (25 mg/kg/d) for 5 days (Fig. 2D). The loading dose ensures that EdU is bioavailable before the growth stimulus is applied to the muscle. The continuous delivery at a saturating dose through the mini osmotic pump guarantees no replication event is missed through the duration of the growth response. This administration method was required to capture all dividing adult MuSCs because EdU is cleared from the bloodstream within a few hours after IP injection, and daily IP delivery leads to gaps in EdU bioavailability and incomplete labeling.^62,63^ We determined that 25 mg/kg/day achieved saturating levels of the thymidine analog (Supplementary Fig. S1F), with ~90% of Pax7+ nuclei labeled during 7 days of MOV (Supplementary Fig. S1G). Using this lineage tracing and DNA synthesis labeling strategy, we could distinguish between adult MuSCs that had undergone at least one round of cell division and those that had not following 5 days of MOV. Combined with labeling of the sarcolemma using anti-dystrophin immunofluorescence, we quantified adult MuSCs that fused into the myofiber with (GFP+/EdU+) or without (GFP+/EdU−) previous cell division (Fig. 2E). We found a similar number of newly derived (GFP+) myonuclei that had never undergone cell division (EdU−) as those that had (EdU+) following a 5-day growth stimulus (Fig. 2F). The results from in vivo lineage and cell division tracing were consistent with the scRNA-seq trajectory analysis, confirming that a population of GFP+ adult MuSCs undergo division-independent differentiation and fusion into the myofiber.

### Pathway Analysis Reveals Early Lineage-Associated Transcriptional Programs

To gain insight into potential lineage-associated gene programs, we performed gene expression and lineage inference correlation analysis during early pseudotime using tradeSeq.^28^ 

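In place of fitted pseudotime, each cell was placed on the line through the cluster centers of its path, and cells at 0.40 to 0.50 of the path were compared with cells at 0.20 to 0.30. On the path to cluster 10-like, the earlier window held 126 cells, nearly all cluster 4-like, and the later window 28 cells, all cluster 9-like. For the path to cluster 7-like these numbers were 198 and 49, and for the path back toward quiescence 61 and 137. The windows of this last path held mostly cluster 1-like and then only cluster 4-like cells. That stretch is shared by all paths of the tree and lies before this path branches off. Sham cells numbered 7 in the later window of the first path and 6 in the earlier window of the third, and fewer in the others.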

We chose a pseudotime range between 2.5 and 4.5, which represents the latter portion of the first half of the trajectory inference, during which the trifurcation is predicted. Figure 2G shows the top enriched pathways for the early determinant genes for each of the 3 lineage inferences. Pathways related to translation were most enriched for lineage inference 1 (direct fusion), while mitochondrial and aerobic respiratory chain and ATP synthesis pathways were enriched for lineage inference 2 (replicating). 

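On the path to cluster 10-like, the 138 genes of translation had a median log2 ratio of the later to the earlier window of -0.04, at percentile 18.7 of the random lists. Their median was -0.10 on the path to cluster 7-like and -0.03 on the path back toward quiescence, at percentiles 0 and 0.020. The respiratory electron transport genes were at 0.14 on the path to cluster 7-like, above all random lists. They were also above all random lists on the path to cluster 10-like, at 0.55, and on the path back toward quiescence, at 0.36. With the windows moved to 0.15 to 0.25 and 0.35 to 0.45, the alternative that moved these results most, the respiratory value for the path to cluster 7-like was 0.30. The genes with the largest rise on the path to cluster 10-like were Myh4, with 379 UMIs in the later and 7 in the earlier window (6.84, 5.78 to 8.16), Cavin4 (6.77, 5.77 to 7.99) and Mymx (6.89, 5.65 to 8.53), and on the path to cluster 7-like they were Ccnb1 (256 and 5 UMIs, 7.19, 5.94 to 8.82) and Ube2c (1049 and 41 UMIs, 6.19, 5.74 to 6.67). Of the 379 Myh4 UMIs, 376 were in the 7 sham cells of the later window. Over MOV cells alone Myh4 had 3 and 5 UMIs in the later and earlier windows (0.37, -2.32 to 2.73), so its rise rests on these sham cells, while Cavin4 (6.77, 5.77 to 7.99) and Mymx (6.92, 5.68 to 8.55) rose over MOV cells alone.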

Early determinant genes for lineage inference 3 (return to quiescence) were enriched for cell cycle pathways. 

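Mitotic cell cycle genes had a median log2 ratio of 0.29 on the path back toward quiescence (353 genes, above all random lists), where the earlier window was mostly cluster 1-like and the later window was entirely cluster 4-like cells. Their median was 0.23 on the path to cluster 7-like, also above all random lists, and 0.01 on the path to cluster 10-like (percentile 85.9). With the moved windows, the value for the path back toward quiescence was 0.51. On this path Cdkn1c rose, with a log2 ratio of 2.44 (2.00 to 2.93), and Chrdl2 and Dpt fell, with ratios of -3.13 (-3.96 to -2.37) and -3.14 (-3.62 to -2.68). All paths of the tree share this stretch. Its values therefore describe the change from cluster 1-like to cluster 4-like cells, and not a return to quiescence or a change particular to this path.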

To characterize the transcriptomic signature that distinguishes adult MuSCs that directly fuse from those that divide, we performed differential expression analysis contrasting lineage inferences 1 and 2 across pseudotime. 

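The ends of the paths were compared as 428 cluster 10-like cells with 3439577 UMIs and 617 cluster 7-like cells with 28673283 UMIs. Notch1 (chromosome 2 of GRCm38, 26457903 to 26516663) had 14 UMIs in cluster 10-like cells, all in the MOV library, and 1208 in cluster 7-like cells, a log2 ratio of -3.37 (-4.25 to -2.62). Nfe2l2 (chromosome 2, 75675513 to 75704641), with 195 and 6360 UMIs, was at -1.97 (-2.18 to -1.76), and Gclm (chromosome 3, 122245557 to 122270732), with 114 and 1952 UMIs, at -1.04 (-1.32 to -0.77). The median log2 ratio of 12539 genes was itself -1.05, and the markers of cluster 10 took 51.5% of the UMIs of cluster 10-like cells and 6.67% of those of cluster 7-like cells. Relative to this median, the log2 ratio was -2.32 for Notch1 (percentile 4.04 of all genes), -0.92 for Nfe2l2 (percentile 25.1) and 0.01 for Gclm (percentile 50.5). The factors of edgeR's TMM and of DESeq2 shifted every ratio up by 0.77 and 0.87. Under them the interval of Gclm included 0, with ratios of -0.27 (-0.55 to 0.01) and -0.17 (-0.45 to 0.11). In the MOV library alone, with 89 cluster 10-like cells and a median over all genes of -0.15, the ratio was -1.28 (-2.16 to -0.53) for Notch1, -0.25 (-0.49 to -0.02) for Nfe2l2 and -0.54 (-1.04 to -0.08) for Gclm. The intervals of Nfe2l2 and Gclm hold this median, and that of Notch1 does not. With cluster 8-like and 9-like cells taken as the end of the first lineage, the alternative that moved Notch1 the most, its ratio was -0.88 (-1.14 to -0.64), with -0.66 (-0.76 to -0.56) for Nfe2l2, -0.69 (-0.88 to -0.51) for Gclm and a median over all genes of -0.09. On simulated counts for 12539 genes in the comparison of cluster 10-like with cluster 7-like cells, 95.9% of the intervals held the simulated ratio. These counts were drawn with counting error alone, as the intervals assume. The value checks the calculation, and not the spread between cells or libraries.

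**Figure D3:**
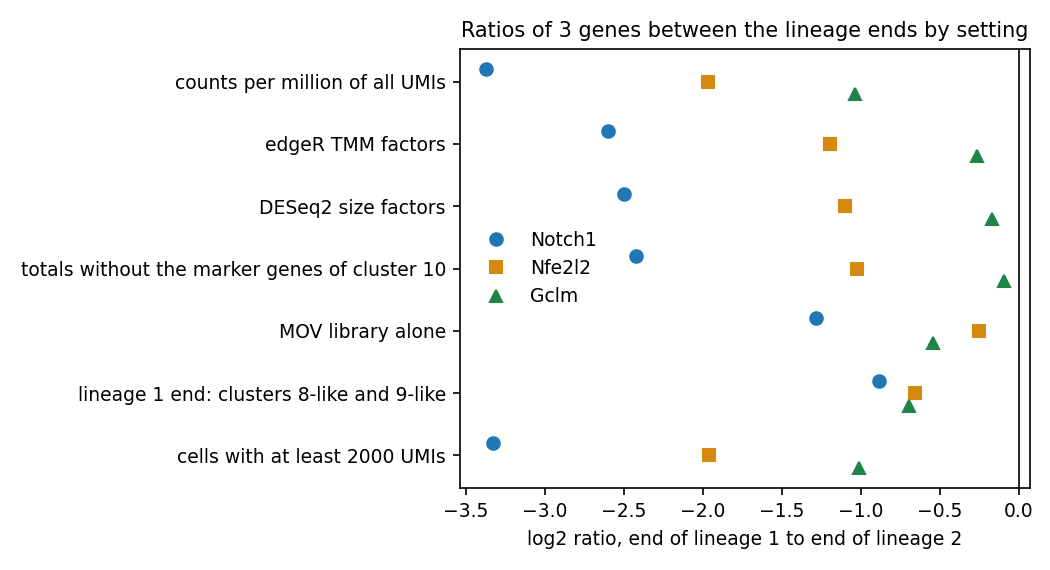
Log2 ratio of the end of the first lineage to cluster 7-like cells (horizontal axis) for Notch1, Nfe2l2 and Gclm under each setting, without intervals. The end is cluster 10-like cells, except in the setting that takes cluster 8-like and 9-like cells. The Notch1 points lie from -3.37 to -1.28 with cluster 10-like cells and at -0.88 in that setting, and the Gclm points from -1.04 to -0.093.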

Interestingly, genes downregulated in lineage inference 1 compared to lineage inference 2 included *Notch1* (Fig. 2H), a known regulator of MuSC fate determination,^64^ as well as the antioxidant/glutathione metabolism genes *Nfe2l2* (Fig. 2I), also known as *Nrf2,* and *Gclm* (Fig. 2J), which have recently been reported to affect MuSC proliferation and function.^65^

## Discussion

In this study, we demonstrate that adult MuSCs are capable of division-independent differentiation in response to a growth stimulus both by computational inference and direct in vivo tracing of cell division and lineage. Traditionally, stem cell differentiation has been thought to start with commitment, followed by proliferation, and finally terminal differentiation.^66^ However, recent studies of hematopoietic stem cells (HSCs) have challenged the traditional stem cell activation model and provided evidence that HSCs exhibit division-independent differentiation.^67-69^ Similarly, *Drosophila* follicle stem cells and mammalian epidermal and intestinal stem cells can differentiate without division, which was predicted to result in proliferative competition among these stem cells.^70^ In muscle, the presence of the intact differentiated myofibers in close contact with MuSCs likely facilitates direct heterotypic fusion. While data from previous reports have hinted at the presence of a direct differentiation trajectory,^71-72a^ further investigation has been limited by a lack of tools to assess MuSC population dynamics. In this report, our novel mouse model for inducible, temporally controlled MuSC labeling has allowed us to perform, for the first time, lineage tracing studies with independence from thymidine analog incorporation. There are 3 features of the *Pax7*^*rtTA*^; TRE-H2B-GFP mouse that ensured the GFP+ myonuclei were derived from newly fused MuSCs: 1) induction of the H2B-GFP reporter gene only occurs during doxycycline (dox) administration; dox was withdrawn 3 days prior to MOV; 2) the H2B-GFP fusion protein is stably incorporated into the chromatin; and 3) expression of rtTA is regulated by the *Pax7* promoter which is downregulated prior to myofiber fusion.

MuSCs have long been studied as a model system of the temporal coupling between proliferation and differentiation.^73^ However, MuSC dynamics likely differ depending on the physiological conditions. It is important to note that previous differentiation trajectory analyses that identified a stepwise process of MuSC activation, proliferation, differentiation, and fusion involved models that used toxins to induce extensive muscle injury, such as barium chloride or notexin injection.^38,39,74^ Under these extreme conditions, immense muscle degeneration leads to rapid expansion of the MuSC pool, ensuring sufficient biomass for effective muscle regeneration. In the presence of such extensive necrosis, MuSCs are activated quickly and undergo multiple rounds of proliferation, characteristic of symmetric division prior to differentiation.^75-77^ In regenerating muscle, MuSC division is oriented along “ghost fiber” remnants of injured myofibers and influenced by the regenerating MuSC niche.^8,9^ Proliferating MuSCs initially fuse with each other to form myotubes. A subsequent second wave of fusion to immature myofibers may be related to the peripheral location of newly added myonuclei.^61^ On the other hand, in the absence of fiber degeneration in response to a growth stimulus, adult MuSCs can proliferate between the basal lamina and myofiber sarcolemma, and fuse with the pre-existing myofibers.^8-10^ In the presence of intact myofibers, direct MuSC fusion during growth represents heterotypic fusion (MuSC to myofiber), in contrast to the homotypic fusion (MuSC to MuSC) that characterizes the early phase of regeneration.

Although ~50% of GFP+ MuSC-derived myonuclei differentiated and fused without first dividing, the functional significance of a subset of directly differentiating MuSCs remains unknown. Using our mouse model for dox-inducible fluorescent MuSC labeling along with continuous EdU labeling to assess replication, this study is, to our knowledge, the first observation of division-independent differentiation in muscle in response to a physiological stimulus while maintaining the stem cell pool. Our lineage inference-specific analysis identified that *Notch1* expression is significantly downregulated in the lineage inference leading to direct fusion. Ablation of NOTCH signaling through genetic manipulation induced MuSC to fuse without proliferation, thus causing a depletion of the MuSC pool.^41,71,78,79^ We also found that early genes associated with the lineage inference leading to cell division were significantly enriched for mitochondrial electron transport proteins. Inhibition of Complex IV activity via *Cox10* knockout increased ROS production and led to the direct fusion of MuSCs with the existing myofibers and a depletion of the MuSC pool.^80^ We further found significantly lower expression of antioxidant genes *Nrf2* and *Gclm* in MuSCs with a direct fusion trajectory. The loss of these genes was recently reported to cause defects in S-phase entry in MuSCs.^65^ Notably, a Notch-Nrf2 axis has also been described, as stimulation of NOTCH signaling induces expression of Nrf2 and its target genes.^81^ Furthermore, a functional antioxidant response element in the gene-regulatory region of *Notch1* has been identified, and Nrf2 can also enhance the expression of Notch.^82^ Crosstalk between the Nrf2 and NOTCH pathways^83^ may play a role in the determination of MuSC fate.

The above examples of division-independent adult MuSC differentiation share a common feature: lower proliferative capacity. Thus, one intriguing possibility is that the mechanical loading-induced growth stimulus confers a selective pressure, resulting in some MuSCs undergoing immediate differentiation and fusion into the myofiber, while others proliferate to maintain the MuSC pool. Aside from intrinsic properties of MuSCs, dynamics that dictate division-dependent or independent differentiation may be the result of extrinsic MuSC-niche interactions or exposure to local mitogens, including growth factors or inflammatory cytokines.^84,85^

Our study has limitations. First, selection biases can be introduced into scRNA-seq by FACS sorting. Only selecting for VCAM+ cells precluded the analysis of any MuSC that may have lost VCAM expression if there were such a population. Second, while a continuum of stress states likely exists in which cells can move in either direction over time, a limitation of trajectory inference methods is that the pseudotime simply describes the transition from one end of the continuum to the other. Thus, cell fate progression may appear discrete, and intermediate states can sometimes be seen as final stages.^86^ However, cells may not be restricted to either direction along the projected path from a computational perspective, and directionality is an interpretation based on biological understanding of MuSCs. Still, our in vivo lineage tracing strategies confirmed the computational trajectory inference. Another limitation of the study is our focus on only MuSCs prevented investigation of the role of neighboring cells and extrinsic signals that may affect the MuSC niche and impact MuSC activation, proliferation, and differentiation. Finally, we did not experimentally confirm the contribution of specific factors promoting the direct differentiation of the subset of adult MuSCs in response to a growth stimulus; future studies can build upon this work to identify these factors and the functional significance of MuSC direct differentiation in response to growth stimuli.

## Summary

A skeletal muscle growth stimulus induces heterogeneous subpopulations of MuSCs. Lineage analysis reveals trifurcated cell fate decision-making. An equal proportion of MuSCs differentiate and fuse into the myofibers with and without prior replication as assessed by GFP+ EdU+/− myonuclei.

## Supplementary Material

sxad091_suppl_Supplementary_Material

## Data Availability

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact. All scRNA-seq datasets are uploaded to the Gene Expression Omnibus (GEO) under the accession number GSE235102.

# Supplementary material for: Division-Independent Differentiation of Muscle Stem Cells During a Growth Stimulus
**Source:** Stem Cells. 2023 Dec 8;42(3):266–77. doi: 10.1093/stmcls/sxad091
**Supplement:** sxad091_suppl_Supplementary_Material

**Supplemental Figure 1**

**A)** Schematic diagram showing the genetic knock-in of reverse tetracycline trans-activator (*rtTA*) into the mouse *Pax7* locus (*Pax7^rtTA^*). **B)** Breeding of the MuSC-specific rtTA mouse with a nuclear reporter mouse (H2B-GFP) that is under the control of the tetracycline response element (TRE). In the presence of doxycycline, MuSC nuclei are labeled with GFP. **C**) FACS isolation of VCAM+ cells from skeletal muscle after doxycycline treatment demonstrates a large population of GFP+ cells, indicating robust labeling. **D**) Quantification of GFP+ cells indicate roughly 75% of VCAM+ cells are labeled with GFP. **E**) Quantification of MuSCs using PAX7 IHC and GFP fluorescence expressed as nuclei per fiber. **F, G)** EdU+ nuclei counts per fiber (F) and percentage of PAX7+ nuclei that are EdU+ (G) at increasing doses of EdU administered via an osmotic pump during 7 days of MOV.

**Supplemental Figure 2.** Expression of quiescence and myogenic marker genes in each of the cell subpopulations. Expression levels shown for **A)** *Chrdl2*, **B)** *Itga7*, **C)** *Myod1*, and **D)** *Myf5*

**Supplemental Spreadsheets File 1, related to Figures 1 and 2**. Sheet 1: Marker genes for each cell cluster in Sham or 5 days of a growth stimulus induced by MOV of plantaris muscles. 

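Sheet 1 gives for each cluster the genes by which the authors set it apart from the other clusters, in 1915 rows. Its top genes by p-value, without the genes that the text and Fig. 1 name, were the marker lists by which clusters were named here. Of the marker genes of cluster 10 in the sheet, 287 were found in the deposited counts.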

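Sheet 2 of the file lists the number of sham and MOV cells in each of the 10 clusters of the paper. The paper's cluster 1 holds 91 sham and 248 MOV cells, where 93 and 281 cells were named cluster 1-like here. The paper's counts give a pool outside clusters 9 and 10 of 125 sham and 1600 MOV cells, and the paper's proportion of clusters 1 and 2 in it is 82.4% in sham and 19.3% in MOV muscle. For cluster 7 the paper's proportions are 8.8% and 38%, and for cluster 10 among all its cells 75.7% and 4.98%.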

Sheet 2: Cell count for each adult MuSC subpopulation. 

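Sheet 3 holds 50 rows, in which the Hallmark gene sets are scored for each cluster. Single-cell gene set enrichment asks whether the genes of a set lie toward the top of a cluster's ranked expression.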

Sheet 3: scGSEA for all subpopulations of MuSCs. 

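Differential expression along a lineage was tested by the authors with a smooth curve fitted to each gene over pseudotime. Only the first 1999 rows of Sheet 4 were at hand, and they were not used here.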

Sheet 4: Differentially expressed genes significantly associated with each of the three lineages determined by trajectory inference. Sheet 5: Decision making genes associated with each lineage as determined by association with early (2.5 - 4.5) pseudotime. 

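The sheet orders genes by their change between 2 points of early pseudotime within a lineage, which is a test of the fitted curve and not of separate animals. The list was at hand only in part and was not used here.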

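Each comparison in Sheet 6 sets the fitted expression of a gene at the end of one lineage against that at the end of another. Only its first 70 rows were at hand, and they were not used here.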

Sheet 6: Differential gene expression analysis comparing pairwise lineages.

How the deposited data were processed for this re-analysis (not part of the article)

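Single-cell RNA sequencing (10x Genomics, 3′ chemistry) had been run on MuSCs sorted from plantaris muscle, with 1 library from sham and 1 library from MOV mice. The authors aligned the reads to mm10 with Cell Ranger and deposited the filtered matrices of UMI counts for each gene and cell, which hold whole numbers for 32285 genes and no normalization. The sham matrix held 1100 cells and 7302661 UMIs, and the MOV matrix 3854 cells and 88498487 UMIs. With 1 library per condition there is no spread between replicates, so no test was made between the conditions, and every interval covers counting error only.

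Cells at or above a mitochondrial share of 10% of UMIs were removed. Doublets were scored within each library against simulated doublets with scanpy 1.11.5 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and pandas 2.3.3), and the top-scoring cells were removed at 0.8% per 1000 cells. In R 4.3.3 with Seurat 5.3.0, counts were normalized with SCTransform, the libraries were joined by anchors on 3000 variable features less the genes the paper names, and the cells were clustered on 50 principal components with 20 neighbors at resolution 1. Myogenic clusters were those with Pax7 or adult MyHC at or above the overall level and Pdgfra below it. After the clusters had been seen, clusters led by markers outside the myogenic lineage and clusters too shallow to name were also left out. Principal components were then computed again on the integrated values of the myogenic cells, and these were clustered at resolution 2. A first version had repeated the normalization and integration on the myogenic cells, and it was replaced before any share or tree was computed.

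Clusters were named from 17 marker lists. For the 10 clusters of the paper, these were the top markers by p-value in Sheet 1 of Supplementary File 1 without the named genes, and the other lists held common markers of fibro-adipogenic, tenocyte, immune, endothelial, mural, Schwann and erythroid cells. The leading list was the one with the highest mean difference in log-normalized counts (per 10000 UMIs) between the cluster and all other cells. A name was withheld if fewer than 3 markers were detected in at least 10% of the cells, if the top 10 genes held more markers of another class, or if the cluster was shallow and had no marker of its own among its top 10 genes. The top 10 genes were ranked by fold with 1 CPM added. The log-normalized score and the limit of the top genes to those seen in at least 0.5 of the cells were chosen after the UMIs of a single cell had led a cluster in a first version.

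UMIs were summed over the cells of a class, scaled to CPM, and compared between classes as log2 ratios with exact conditional intervals at 95%. Where a group had no UMIs, the ratio was taken against 3 counts as a lower bound. The genes reported are those named in the Results of the paper and in Fig. 1B to 1G (63 genes), and for comparisons over all genes with at least 20 counts the 5 genes up and the 5 genes down whose interval bound lay farthest from no change. For the proportion of cells with a UMI, cells were thinned to 2000 UMIs, and shallower cells were left out. Gene sets came from the mouse Reactome collection in fgsea 1.28.0, since the Hallmark sets are not used here. Over genes with at least 10 counts, the median log2 ratio of each set, with 0.5 added to the counts, was placed as a percentile among 10000 random lists of the same size, matched in 20 bins of mean expression. Between 93.4% and 100% of the nuclear protein-coding genes of a set were matched to the matrices by symbol or by a unique synonym. Synonyms were used after a first pass by symbol alone had matched too few genes. Coordinates were taken from an annotation of the same genome build (GRCm38) as the matrices.

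Lineages were the paths of a minimum spanning tree over the clusters from the cluster with the highest score for the markers of cluster 1, with the distance and the covariance rule of Slingshot. Cells were projected on the line through the cluster centers of a path. Scaling factors for the alternatives came from edgeR 4.0.16 (TMM) and DESeq2 1.42.0 (median of ratios), and plots were drawn with matplotlib 3.10.9. Sex was read from Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y.

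The counting ratio was tested on simulated data for cluster 10-like against cluster 7-like cells over 12539 genes, of which 200 were changed. The counts were drawn with counting error alone, as the intervals assume, so spread between cells or libraries was not tested. Of the changed genes, 83.5% had an interval on the simulated side of 0, and 4.08% of the unchanged genes had an interval that excluded 0. For the same comparison and genes, 96 of 100 unchanged lists fell within the central 95% of the random lists, and 100 of 100 moved lists lay above it.

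The alternatives were set before the data were examined: mitochondrial limits of 5% and 20%, doublets kept, libraries merged without integration, log normalization, all variable genes used, cell cycle genes left out, resolution 1, cells named singly, another seed, a tree on 2 UMAP dimensions, of the MOV library alone or over named classes, other scalings, other windows, no count filter, other thinning depths, and a minimum of 2 UMIs for sex. The later additions were the gene criteria alone for the myogenic clusters, a wider list of cell cycle genes, gene set comparisons without cluster 9-like and 10-like cells, the comparison of the libraries within cluster 1-like cells alone, and the sets for fibrin clots and for endoplasmic reticulum to Golgi transport. Full covariances were the first version of the tree, and the rule of Slingshot replaced them after their result had been seen.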

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

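The test for several male mice and the joint count of clusters with Pdgfra were chosen only after the result was seen.

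The paper describes male and female mice assigned at random to the surgery groups, without giving the sex of the mice behind each sort, and sex-linked transcripts are not part of its analysis. Of 3014 cells with a UMI of Xist or of the 4 Y-linked genes, 3010 carried Y-linked UMIs without Xist, 4 carried both and 0 carried Xist alone. In the sham library this was 352 of 352 cells and in the MOV library 2658 of 2662. The signal stood out because it lies in genes that the paper does not discuss. It is above the limit that a count of 0 allows, which any cells present would pass, so this shows presence alone. If each library held the cells of one mouse, nearly all sexed cells would be of one sex, and 99.9% of them carried Y-linked UMIs without Xist. If each library held the cells of several male mice, no cell would carry Xist alone, and 0 did. Either account gives these values, and the counts hold nothing that separates them. Female cells at a substantial share would have shown Xist without Y-linked UMIs, so the tables argue against a pool with many female cells in either library. Cells lost at sorting or at the cell calling of the authors stay open, as does a pool in which the female mice gave few cells. Free RNA or doublets would account for few cells here, since only 4 carried both. The design gives no biological explanation, and none was tested.

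The paper left cells outside the myogenic lineage out of its analysis. Of the cells kept, 28 sham cells (3.81%, 2.55% to 5.47%) and 296 MOV cells (9.92%, 8.87% to 11.0%) fell in a fibro-adipogenic-like cluster, at 169 CPM of Pdgfra and 0.936 CPM of Pax7. These proportions stood out because they lie in cells that the paper does not report on. They are above the limit that a count of 0 allows (0.409% and 0.101%), which shows presence alone. Of the clusters left without a name, one with 0 sham and 264 MOV cells and one with 1 sham and 71 MOV cells also had Pdgfra (37.9 and 97.9 CPM) and little Pax7 (1.19 and 2.56 CPM). With these, the proportions were 3.95% (2.66% to 5.63%) in sham and 21.1% (19.7% to 22.6%) in MOV cells. This joint count takes unnamed clusters with Pdgfra in at least 0.5 of their cells. It leaves out a shallow cluster of 4 sham and 104 MOV cells with 102 CPM of Pdgfra and no Pax7, and a cluster of 11 sham and 27 MOV cells with 27.5 CPM of Pdgfra. The higher proportion in the MOV library was not tested, since each condition has 1 library. A sort that let more of these cells through in one library and a rise of these cells under MOV both stay open, and neither was tested. The libraries also differ in depth, with a median of 5368 UMIs in sham and 21798 in MOV cells under the mitochondrial limit, and shallow cells are harder to name.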

How the results depend on the processing

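The gene criteria alone for the myogenic clusters, the wider list of cell cycle genes, the fibrin clot set and the gene set comparisons without cluster 9-like and 10-like cells were tests chosen only after the result was seen. The covariance rule of the main tree was also chosen after the result of the first version, with full covariances, had been seen. No paired analysis was possible because the groups share only 1 replicate number and no result comes from a test.

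Under every setting run, the proportions of cluster 1-like and 2-like cells in the pool and of cluster 10-like cells among myogenic cells were higher in the sham than in the MOV library, and the proportion of cluster 7-like cells was higher in the MOV library. Of 139 alternative values for the ratios of named genes, 67 stayed within the counting interval and 72 moved beyond it, and of 144 alternative values for the proportions of cells with a UMI, 57 stayed and 87 moved. None of the ratios of named genes changed sign in the MOV library alone or with TMM factors (50 ratios each), or with all variable genes, where 39 had a value because no cluster was named cluster 8-like or 9-like. In the sham library alone, in cluster 8-like and 9-like cells, Myod1 went from 0.63 to -2.10 (-2.84 to -1.45), Itga7 from 0.58 to -2.39 (-5.45 to -0.51) and Myog, with 1 UMI, from 5.20 to -2.36 (-7.68 to 0.17). Among the gene sets, the median log2 ratio of interferon α/β signaling in cluster 8-like cells went from 0.02 to -0.04 in the MOV library alone and to -0.13 without cluster 9-like and 10-like cells, and that of the fibrin clot set in cluster 3-like cells from 0.03 to -0.04 without those cells, and the cause was not tested. In 44 of the 48 proportions without thinning, the value moved.

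With a mitochondrial limit of 5%, 488 sham cells were kept in place of 734. The proportion of cluster 1-like and 2-like cells was then 31.4% in sham and 20.0% in MOV cells, that of cluster 7-like cells 3.39% and 29.9%, and that of cluster 10-like cells in the MOV library 3.61%. With a limit of 20%, 20.7% of MOV pool cells were cluster 1-like or 2-like and 7.78% of MOV myogenic cells were cluster 10-like. With doublets kept, cluster 1-like and 2-like cells were at 62.4% in sham and 20.5% in MOV cells, cluster 10-like cells at 10.2% in MOV cells, and cluster 7-like cells made up 5.54% of the neighbors of cluster 8-like cells. Without integration, cluster 10-like cells were at 78.3% in sham and 2.12% in MOV cells, and cluster 1-like and 2-like cells at 19.6% and cluster 7-like cells at 31.5% in MOV cells. The cause was not tested.

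Log normalization gave 50.2% cluster 1-like and 2-like cells in sham and 18.2% in MOV cells, 3.45% and 29.7% cluster 7-like cells, 0% cluster 7-like neighbors of cluster 8-like cells, and 3 lineages. All variable genes gave 62.6% cluster 1-like and 2-like cells in sham, and 73.9% and 14.0% cluster 10-like cells in sham and MOV cells. Leaving the cell cycle genes of Seurat out of the features gave 52.8% and 19.6% cluster 1-like and 2-like cells in sham and MOV cells, 60.5% cluster 10-like cells in sham, 36.3% cluster 7-like cells in MOV, and 8.74% cluster 7-like neighbors of cluster 8-like cells. Another seed gave 61.5% and 19.6% cluster 1-like and 2-like cells in sham and MOV cells, with 38.2% cluster 7-like and 8.87% cluster 10-like cells in MOV. The cause was not tested.

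With each cell given to the marker list with its highest score, 58.9% of sham pool cells were cluster 1-like or 2-like, 25.0% of MOV pool cells were cluster 7-like, 1.99% of MOV myogenic cells were cluster 10-like, and 13.6% of the neighbors of cluster 8-like cells were cluster 7-like. With the gene criteria alone for the myogenic clusters, cluster 1-like and 2-like cells were at 57.5% in sham and 20.6% in MOV cells, and cluster 7-like cells at 37.7% and cluster 10-like cells at 12.3% in MOV cells. With the wider list of cell cycle genes left out, cluster 1-like and 2-like cells were at 54.5% in sham and 25.8% in MOV cells, cluster 7-like cells at 3.14% and 29.5%, cluster 10-like cells at 60.7% in sham cells, and the cluster 7-like neighbors of cluster 8-like cells at 18.7%. The cause was not tested.

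Clustering at resolution 1 gave 3 lineages and 2 cluster 7-like clusters on the path to cluster 10-like, and the MOV library alone gave 3 lineages and 3 such clusters. The tree over the named classes gave 2 lineages. Full covariances put 2 cluster 7-like clusters on the path. In all other settings with such a path, 0 lay on it. The cause was not tested.

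The Notch1 ratio between the lineage ends was -2.60 with edgeR's TMM factors, -2.50 with DESeq2's size factors, -2.43 with the markers of cluster 10 left out of the totals, -1.28 in the MOV library alone and -0.88 with cluster 8-like and 9-like cells as the end. For Nfe2l2 these values were -1.20, -1.10, -1.02, -0.25 and -0.66, and for Gclm -0.27, -0.17, -0.093, -0.54 and -0.69. The first 3 settings shift every gene alike by their construction. With cells of at least 2000 UMIs, the ratios stayed within the counting intervals. With the moved windows, the respiratory genes on the path to cluster 7-like were at 0.30 and the cell cycle genes on the path back toward quiescence at 0.51, and the cause was not tested. The other alternatives for the early changes stayed close to the values reported. A minimum of 2 UMIs put the Y-linked share of sexed MOV cells at 100% in place of 99.8%, and the sham share stayed at 100%.

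The neighbors of cluster 8-like cells have no value with mitochondrial limits of 5% and 20%, without integration, with all variable genes, at resolution 1 and with the gene criteria alone for the myogenic clusters, where no cluster was named cluster 8-like. The tree over the named classes has no end in cluster 10-like cells and so gives no number of cluster 7-like clusters on that path. The depth of the sham library, with 123 cells in the pool, limits each sham proportion to an interval of several percent.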

Differences from the paper's values

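The gene sets for fibrin clots and endoplasmic reticulum to Golgi transport, and the comparisons without cluster 9-like and 10-like cells, were tests chosen only after the result was seen.

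The paper's number of lineages is 3, and the tree here gave 5. Of the alternatives set before the data were examined, log normalization, clustering at resolution 1 and the MOV library alone gave 3 lineages, and naming cells singly (4) and the tree over named classes (2) also fell within 1.5 times the paper's number. The remaining alternatives set then gave 5 or 6 lineages and did not close the gap.

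The paper places oxidative phosphorylation genes higher in clusters 1 and 2. The median log2 ratio of the respiratory genes in cluster 1-like and 2-like cells was -0.96 here. The paper places E2F targets higher in cluster 3, and the E2F set was at -1.78 in cluster 3-like cells. It also names coagulation there, and the fibrin clot set was at 0.03, at percentile 49.1 of the random lists. TNF signaling, which the paper names for clusters 1, 2 and 9, had medians of -0.25, 0.44 and -0.33, below 0 in 2 of the 3. These lay at percentiles 40.9, 90.4 and 28.6 of the random lists. With 9 genes in the set, none stood apart from the random lists, so this set does not decide the question. Interferon signaling, which the paper names for clusters 8 and 9, had medians of 0.02 and -0.90 for the α/β set and of -0.52 and -1.06 for the γ set. These Reactome sets differ in content from the Hallmark sets of the paper.

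Clusters resembling clusters 5 and 6 of the paper were not found with the settings used throughout. A cluster 6-like cluster was named with log normalization, with the cell cycle genes left out (not with the wider list of them), with the libraries merged without integration and with a mitochondrial limit of 5%, and naming cells singly gave 156 cluster 5-like and 149 cluster 6-like cells. For the early part of the lineages, the paper ranks translation first in the lineage to mature cells. The median log2 ratio of the translation genes was -0.04 there, at percentile 18.7 of the random lists, and -0.10 on the path to replication. Compared with other myogenic cells rather than along the path, the translation genes were at 0.12 in cluster 8-like cells, above all random lists. In cluster 10-like cells they were at -1.05 over both libraries, at percentile 81.15, where the median of all genes was -1.10. Within the MOV library they were at -0.16 in cluster 10-like cells, at percentile 96.2. The paper lists Gclm as lower in the lineage to mature cells, and relative to the median of all genes its log2 ratio between the lineage ends was 0.01, where the ratio itself was -1.04. With cluster 8-like and 9-like cells as the end, Gclm was lower, as in the paper (-0.69, -0.88 to -0.51, where the median of all genes was -0.09). In the MOV library alone its ratio was -0.54 (-1.04 to -0.08), an interval that holds the median of all genes of -0.15. The interval of Nfe2l2 in that setting (-0.25, -0.49 to -0.02) also holds this median, and that of Notch1 does not.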

Other observations

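The Malat1 test, the wider list of cell cycle genes and the comparison of the libraries within cluster 1-like cells alone were chosen only after the result was seen.

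Few neighbors of cluster 8-like cells were cluster 7-like cells. Cell cycle genes among the clustering features might hold replicating cells apart and so produce this pattern. With the S and G2/M lists left out of the features, 8.74% of the neighbors were cluster 7-like, below the 28.7% that class sizes give, and with the wider list 18.7%, against 22.8%. With the short lists most of the gap stayed and with the wider list little of it. The class itself changed from 47 to 105 and 123 cells, and removing more genes also removes differences of other kinds, so the explanation and a separate course of these cells cannot be told apart. In the main setting cluster 1-like cells were as few among the neighbors as cluster 7-like cells (1.35% each). A low percent alone thus shows no separate course.

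Cluster 8-like cells carried few cell cycle transcripts, and they might have left the cell cycle shortly before. At 2000 UMIs per cell, 97.9% of them (88.7% to 99.9%) had a UMI of the S and G2/M lists, against 94.1% of cluster 1-like cells. Nearly all cells of both classes have such a UMI, so the measure is saturated and recent division cannot be told apart from none. The proportion with at least 3 UMIs was 72.3% (57.4% to 84.4%) in cluster 8-like and 58.0% (52.7% to 63.0%) in cluster 1-like cells. The 389 genes of the mitotic cell cycle had a median log2 ratio of -0.48 in cluster 8-like cells to other myogenic cells, below all random lists.

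Contractile transcripts appeared in cluster 1-like and 2-like cells, at 11.2 UMIs per sham cell and 6.25 per MOV cell, and in fibro-adipogenic-like cells at 7.04 and 4.20. RNA freed from myofibers is a candidate explanation. It would keep the proportions among 17 contractile genes as in the cluster 10-like cells of the same library, and 13 of 34 gene comparisons over both libraries differed by more than counting error. Compared with fibro-adipogenic-like cells directly, 4 of 34 did. The free RNA may come from other fibers than those caught as cells, so free RNA and expression by the cells cannot be told apart.

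Cluster 10-like cells came mostly from the sham library. They could be fragments of myofibers without nuclei, in which case the nuclear RNA Malat1 would take a far smaller share of UMIs in both libraries. The ratio of its share in cluster 10-like cells to that in the myogenic cells outside the cluster 9-like and 10-like classes was 0.0255 in the sham library (606 against 23788 CPM) and 0.544 in the MOV library (7504 against 13783 CPM). Cluster 9-like cells had 2559 CPM in the sham and 16048 CPM in the MOV library. The libraries differ, and myofiber nuclei in intact cells have unknown Malat1 levels here, so fragments and whole cells cannot be told apart. A change of the myofibers under MOV stays open and was not tested.

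Within cluster 1-like and 2-like cells, 342 MOV and 104 sham cells were compared over 9374 genes, with a median log2 ratio of 0.23. Spp1 had 2016 UMIs in MOV cells and 0 in sham cells, and Ecrg4 (514) and Ifi27l2a (290) also had 0 in sham cells. Taken against 3 counts, they were at least 118-fold, 30.2-fold and 17.0-fold higher, and the lower ends of the exact intervals, which lie below these, were log2 ratios of 6.59, 4.61 and 3.78. Mgp had 3251 and 2 UMIs, a log2 ratio of 8.16 (6.31 to 11.2), and Col1a2 1466 and 8, a log2 ratio of 5.01 (4.03 to 6.23). The genes that fell most were Tchh at -6.03 (-9.16 to -4.01), Neu2 at -3.89, A230005M16Rik at -4.75, Pvalb at -3.46 and Tnxb at -3.12. Pax7 was at -0.10 (-0.37 to 0.18). The mix of the classes differed, as cluster 2-like cells gave 1215212 of the 4657155 MOV UMIs and 45269 of the 820329 sham UMIs, and 1811 of the Spp1 UMIs were in 61 MOV cluster 2-like cells. Within cluster 1-like cells alone, Spp1 (205 and 0 UMIs), Ecrg4 and Ifi27l2a were at least 15.4-fold, 18.3-fold and 19.7-fold higher against 3 counts (lower interval ends of 3.63, 3.89 and 3.99 as log2 ratios), and the log2 ratio was 7.57 (5.71 to 10.6) for Mgp, 4.70 (3.72 to 5.92) for Col1a2 and -6.67 (-12.0 to -4.05) for Tchh. Each condition is 1 library, so these values compare the libraries. Spp1 and Mgp were abundant in other MOV cells, and free RNA was not tested for them.

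Of the cells kept, tenocyte-like cells made up 3.00% in the sham and 3.75% in the MOV library, immune-like cells 0.272% (2 cells) and 2.45%, endothelial-like cells 1.09% and 1.11%, mural-like cells 0.681% and 1.14%, and Schwann-like cells 1.63% and 2.68%. No cluster was led by the erythroid list. Clusters without a name held 21.8% and 23.5%.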
